# miR-182-5p promotes hepatocyte-stellate cell crosstalk to facilitate liver regeneration

**DOI:** 10.1038/s42003-022-03714-0

**Published:** 2022-08-01

**Authors:** Ting Xiao, Wen Meng, Zhangliu Jin, Jing Wang, Jiangming Deng, Jie Wen, Bilian Liu, Meilian Liu, Juli Bai, Feng Liu

**Keywords:** Cell proliferation, Extracellular signalling molecules

## Abstract

A unique feature of the liver is its high regenerative capacity, which is essential to maintain liver homeostasis. However, key regulators of liver regeneration (LR) remain ill-defined. Here, we identify hepatic miR-182-5p as a key regulator of LR. Suppressing miR-182-5p, whose expression is significantly induced in the liver of mice post two-thirds partial hepatectomy (PH), abrogates PH-induced LR in mice. In contrast, liver-specific overexpression of miR-182-5p promotes LR in mice with PH. Overexpression of miR-182-5p failed to promote proliferation in hepatocytes, but stimulates proliferation when hepatocytes are cocultured with stellate cells. Mechanistically, miR-182-5p stimulates Cyp7a1-mediated cholic acid production in hepatocytes, which promotes hedgehog (Hh) ligand production in stellate cells, leading to the activation of Hh signaling in hepatocytes and consequent cell proliferation. Collectively, our study identified miR-182-5p as a critical regulator of LR and uncovers a Cyp7a1/cholic acid-dependent mechanism by which hepatocytes crosstalk to stellate cells to facilitate LR.

## Abstract (web summary)

Hepatic miR-182-5p is identified as a key regulator of liver regeneration by stimulating Cyp7a1-mediated cholic acid production in hepatocytes and activating hedgehog (Hh) signaling, consequently increasing cell proliferation.

## Introduction

Liver is a unique organ that can regenerate its mass in response to injury^1–4^. Liver regeneration (LR) is an orchestrated process consisting of three major phases, initiation, proliferation, and termination. In the initiation phase, quiescent hepatocytes are primed to achieve competence for proliferation. In the proliferation phase, the hepatocyte population is expanded until it senses the required cell mass, leading to the termination of the proliferation process. The different phases during LR are mainly regulated by various cytokine-, growth factor-, and hepatic hormone-induced signaling pathways^2,4,5^. However, how these signaling pathways are initiated and coordinately regulated during LR remains to be further elucidated.

Being a heterogeneous tissue, the liver is composed of multiple cell types such as Kupffer cells (resident macrophages), hepatic stellate cells (HSCs), hepatic sinusoidal endothelial cells, and recruited immune cells, in addition to hepatocytes^6^. The microenvironment of the liver, which is maintained by dynamic crosstalk among these different cell types, has a profound impact on LR. One of the key players in regulating LR is HSCs, which have been shown to promote hepatocyte proliferation by secreting a variety of growth factors and cytokines after partial hepatectomy (PH)^7–9^. However, the precise mechanism by which PH promotes growth factor and cytokine production in HSCs remains largely unclear.

As a pleiotropic miRNA, miR-182-5p is highly conserved across species and plays a critical role in regulating various biological processes such as immune response, DNA repair, and cancer development^10–12^. Our recent study found that miR-182-5p in adipose tissue promotes beige fat thermogenesis via crosstalk between adipocytes and macrophages^13^. New evidence has emphasized a link between miR-182-5p and liver disease, such as hepatic steatosis, alcoholic hepatitis, and hepatocellular carcinoma (HCC)^14–16^. miR-182-5p has been shown to increase cell growth and proliferation in several carcinoma cells^17–19^. A recent high-throughput sequencing study showed that the expression of miR-182-5p is greatly induced in rat liver after PH^20^. However, whether and how miR-182-5p plays a role in LR is unknown.

In this study, we identified miR-182-5p as a key regulator of LR in mice. In addition, we demonstrate that miR-182-5p facilitates LR by promoting the hepatocyte-HSC crosstalk via stimulating the cholic acid (CA)-India/hedgehog signaling axis.

## Results

### miR-182-5p deficiency suppresses mouse hepatocyte proliferation after 2/3 PH

Based on the finding that the expression of miR-182-5p is greatly induced in rat liver after PH^20^, we asked whether miR-182-5p plays a role in PH-induced LR in mice. Given that homozygous miR-182-5p knockout mice are defective in retinal function^21^, we performed PH on miR-182-5p heterozygous knockout mice (miR-182-5p^KO^), which showed an ~50% reduction in miR-182-5p expression levels (Supplementary Fig. 1a) but did not show any detectable abnormalities in growth, morphology, and metabolism compared to their control (WT) mice under normal growth conditions^13^. As shown in Fig. 1a, the ratio of liver to body weight of the miR-182-5p^KO^ mice was greatly reduced compared to that of the WT control mice on day 7 after PH. Consistently, the proliferating Ki67^+^ hepatic cell numbers were significantly decreased in miR-182-5p^KO^ mice compared to the WT control mice at day 3 after PH (Fig. 1b), an important phase of cell proliferation^1,4^. To further confirm the role of miR-182-5p in hepatocyte proliferation after PH, we examined the expression of several cyclin genes in the liver of miR-182-5p^KO^ mice and their control mice. The mRNA levels of *Cyclin D1* (*CcnD1*), which drive hepatocyte proliferation following PH^2^, *Cyclin A2* (*CcnA2*), *B1* (*CcnB1*), and *E1* (*CcnE1*) were significantly lower in the liver of miR-182-5p^KO^ mice compared to their control mice at day 3 after PH (Fig. 1c). Consistent with this finding, miR-182-5p deficiency greatly reduced PH-induced expression and/or phosphorylation of ERK, S6, 4EBP1 and Cyclin D1 in the liver of miR-182-5p^KO^ mice compared to their WT control mice (Fig. 1d), indicating that miR-182-5p deficiency suppresses hepatocyte proliferation after 2/3 PH in mice. No significant difference in serum alanine aminotransferase and aspartate transaminase levels was observed between miR-182-5p^KO^ mice and their control mice (Fig. 1e), suggesting that miR-182-5p deficiency had no major adverse effect on liver function. Taken together, these results reveal that miR-182-5p plays a key role in PH-induced hepatocyte proliferation.

**Fig. 1:**
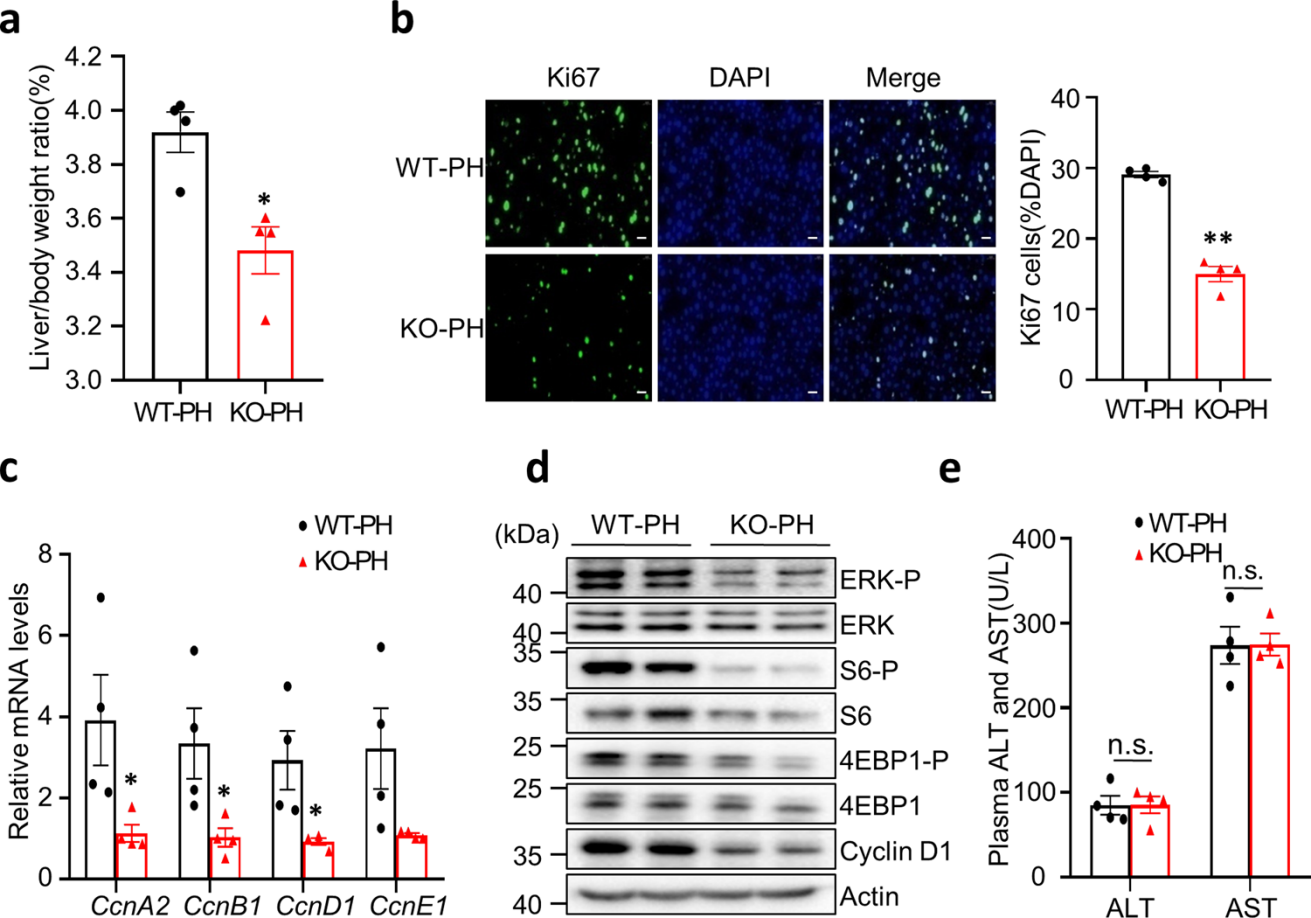
miR-182-5p deficiency suppresses mouse hepatocyte proliferation after 2/3 PH. Male miR-182-5p^KO^ (KO) and WT mice (8-week old) were subjected to 2/3 PH. **a** Liver to body weight ratio of miR-182-5p KO and WT mice (7d after PH; *n* = 4/group). **b** Liver sections were immunostained with an anti-Ki67 antibody. Ki67^+^ positive cells were counted and normalized to total DAPI^+^ cells (3d after PH; *n* = 4/group; scale bar: 20 μm). **c** qRT-PCR analyses of *cyclin* gene expression in the liver of miR-182-5p KO and WT mice (3d after PH; *n* = 4/group). **d** Lysates of liver homogenates were examined for proliferative signaling by western blot analysis (3d after PH). **e** Serum AST and ALT levels were measured in miR-182-5p KO and WT mice (3d after PH; *n* = 4/group). Error bars in all experiments represent SEM; Significance was determined by unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01; n.s.: not significant.

### Liver-specific overexpression of miR-182-5p promotes LR in mice

To characterize the cell types in the liver in which miR-182-5p expression is induced by PH, we examined the expression of miR-182-5p in mouse hepatocytes and non-parenchymal cells (NPC) during LR. We found that PH greatly induced the expression of miR-182-5p in mouse hepatocytes isolated from WT mice, which peaked at ~3 days post PH (Supplementary Fig. 1b). Little miR-182-5p expression was observed in NPCs isolated from WT mice after PH (Supplementary Fig. 1b), demonstrating a critical role of hepatocellular miR-182-5p in LR. To further test this, we generated transgenic mice in which miR-182-5p is specifically overexpressed in hepatocytes (miR-182-5p^LTG^) by crossing miR-182-5p-Tg^flox/flox^ mice with albumin-cre mice. miR-182-5p level was significantly increased in the liver but not in other tissues of the miR-182-5p^LTG^ (TG) mice (Fig. 2a). Hepatic-specific overexpression of miR-182-5p significantly increased the mRNA levels of *Cyclin D1, B1*, and *E1* in the liver of mice at day 3 following PH (Fig. 2b). miR-182-5p overexpression also significantly increased the proliferating Ki67^+^ hepatic cell numbers (Fig. 2c) and mRNA levels (Fig. 2d), as well as the phosphorylation of ERK, S6, 4EBP1, and the expression of Cyclin D1 (Fig. 2e) in the liver of the PH-treated mice. Consistent with these findings, the liver-to-body weight ratio of the miR-182-5p^LTG^ mice was greatly increased compared to control (WT) mice at day 7 after PH (Fig. 2f). These results further demonstrate that hepatocyte miR-182-5p plays a critical role in promoting LR in vivo.

**Fig. 2:**
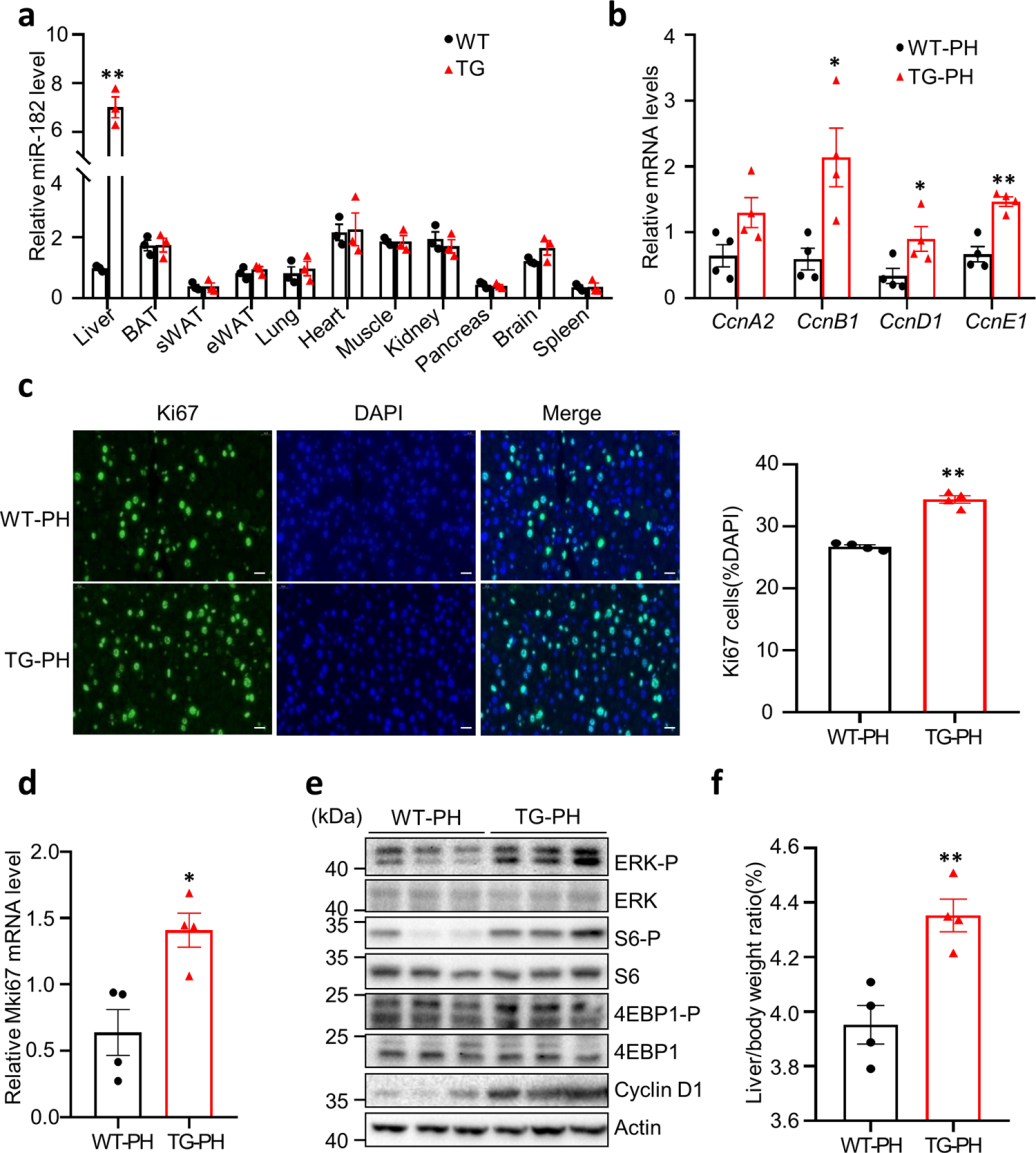
Liver-specific overexpression of miR-182-5p promotes hepatocyte proliferation in mice. **a** qRT-PCR analyses of miR-182-5p level in liver and other tissues of liver-specific miR-182-5p overexpression (TG) and WT male mice (*n* = 3/group). Liver-specific miR-182-5p overexpression (TG) and WT male mice (8-week old) were subjected to 2/3 PH. **b** qRT-PCR analyses of *cyclin* genes expression in the liver of TG and WT mice (3d after PH; *n* = 4/group). **c** Liver sections were immunostained with an anti-Ki67 antibody and Ki67^+^ cells were counted and normalized to total DAPI^+^ cells (3d after PH; *n* = 4/group; scale bar: 20 μm). **d** qRT-PCR analyses of *Mki67* gene expression in the liver of TG and WT mice (3d after PH; *n* = 4/group). **e** Western Blot analysis of proliferative signaling in the liver of TG and WT mice (3d after PH). **f** Liver to bodyweight ratio of TG and WT mice (7d after PH; *n* = 4/group). Error bars in all experiments represent SEM; Significance was determined by unpaired 2-tailed Student’s *t* test. *P < 0.05, **P < 0.01.

### miR-182-5p promotes hepatocyte proliferation via an indirect mechanism

To determine the cellular mechanism by which hepatocyte miR-182-5p facilitates LR, we transfected miR-182-5p mimic or its negative control in mouse primary hepatocytes treated with epidermal growth factor (EGF), which is necessary to induce hepatocyte proliferation in vitro^22^. To our surprise, overexpression of the miR-182-5p mimic had no significant effect on cyclin gene expression in primary hepatocytes (Supplementary Fig. 2a, b). In addition, the EdU-positive nuclei were comparable between miR-182-5p mimic and control mimic-treated cells (Supplementary Fig. 2c). Furthermore, inhibition of miR-182-5p by a miR-182-5p inhibitor (Supplementary Fig. 2d), a synthetic double-stranded miRNA that inhibits endogenous miR-182-5p, had no significant effect on the expression levels of cyclin genes and the numbers of EdU-positive cells in EGF-treated primary hepatocytes (Supplementary Fig. 2e, f). These results suggest that the in vivo effect of miR-182-5p on hepatocyte proliferation after PH may be mediated by an indirect mechanism involving the crosstalk between hepatocytes and neighboring cells in the liver. To test this possibility, we co-cultured mouse non-parenchymal cells (NPCs) with primary hepatocytes isolated from WT and miR-182-5p^KO^ mice (Fig. 3a). We found that EGF-induced cyclin gene expression is significantly suppressed in miR-182-5p-deficient primary hepatocytes (Hep^182KO^) compared to WT primary hepatocytes (Hep^WT^) co-cultured with NPCs (Fig. 3b, c). In addition, overexpression of miR-182-5p in hepatocytes greatly increased cyclin gene expression when the cells were co-cultured with NPCs (Fig. 3d, e). To further validate the hepatocyte role of miR-182-5p in cell proliferation, we co-cultured mouse primary hepatocytes with NPCs isolated from WT and miR-182-5p KO mice (Fig. 3f). Knocking down miR-182-5p in NPCs had no significant effect on EGF-stimulated cyclin gene expression in mouse primary hepatocytes (Fig. 3g, h), further confirming the role of hepatocyte miR-182-5p in regulating the crosstalk between hepatocytes and NPCs to promote LR.

**Fig. 3:**
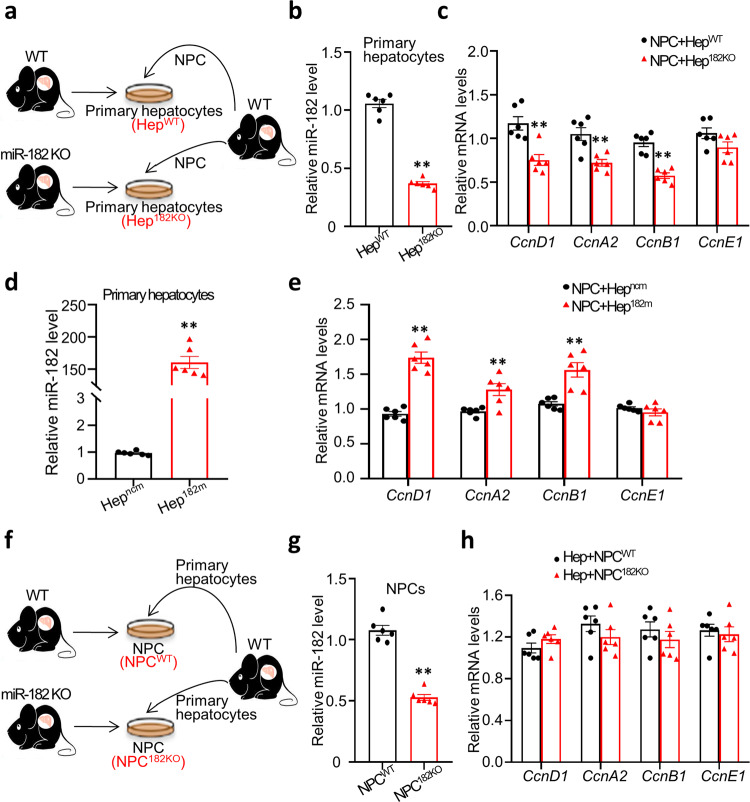
miR-182-5p promotes hepatocyte proliferation via an indirect mechanism involving non-parenchymal cells. **a** A schematic diagram of primary hepatocytes from miR-182-5p KO and WT mice co-cultured with NPCs of C57BL/6 J mice in the presence of EGF. **b** The expression of miR-182-5p in primary hepatocytes from miR-182-5p KO (Hep^182KO^) and WT mice (Hep^WT^) co-cultured with NPCs of C57BL/6 J mice (*n* = 6/group). **c** qRT-PCR analyses of *cyclin* genes expression in primary hepatocytes from miR-182-5p KO mice and their control mice co-cultured with NPCs of C57BL/6 J mice (*n* = 6/group). miR-182-5p mimic (182 m) or its negative control (ncm) were overexpressed in primary hepatocytes isolated from C57BL/6 J mice, and following co-cultured with NPCs of C57BL/6 J mice. **d** The expression of miR-182-5p in primary hepatocytes (*n* = 6/group). **e** qRT-PCR analyses of *cyclin* genes expression in miR-182-5p-overexpressed (Hep^182*m*^) and their control (Hep^ncm^) primary hepatocytes co-cultured with NPCs of C57BL/6 J mice (*n* = 6/group). **f** A schematic diagram of NPCs from miR-182-5p KO and WT mice co-cultured with primary hepatocytes of C57BL/6 J mice in the presence of EGF. **g** The expression of miR-182-5p in NPCs from miR-182-5p KO (NPC^182KO^) and WT mice (NPC^WT^) co-cultured with primary hepatocytes (*n* = 6/group). **h** qRT-PCR analyses of *cyclin* gene expression in primary hepatocytes co-cultured with NPCs from miR-182-5p KO mice and their control mice (*n* = 6/group). Error bars in all experiments represent SEM; Significance was determined by unpaired two-tailed Student’s *t* test. **P < 0.01.

### miR-182-5p promotes hepatocyte proliferation via a stellate cell-dependent mechanism

The liver is composed of several major cell types including hepatocytes, resident macrophages (Kupffer cells), hepatic stellate cells (HSCs), and liver sinusoidal endothelial cells^6^. Both Kupffer cells and stellate cells have been found to contribute to PH-induced hepatocyte proliferation in mice^4,23–25^. To determine whether Kupffer cells are involved in miR-182-5p-mediated hepatocyte proliferation after PH, we examined cyclin gene expression in primary hepatocytes isolated from wild-type (Hep^WT^) or miR-182-5p^+/−^ mice (Hep^182KO^) co-cultured with bone marrow-directed macrophages (BMDMs). No significant difference in the expression of cyclin genes and the proliferation signature gene *Mki67* was observed between wild-type and miR-182-5p-suppressed primary hepatocytes co-cultured with BMDMs (Supplementary Fig. 3a, b). On the other hand, miR-182-5p deficiency in primary hepatocytes significantly reduced the expression of cyclin genes and *Mki67* in the hepatocytes co-cultured with primary HSCs (Fig. 4a, b) or the HSC cell line LX2 (Supplementary Fig. 3c, d). Conversely, overexpression of miR-182-5p in primary hepatocytes co-cultured with primary HSCs (Fig. 4c–e) or LX2 cells (Supplementary Fig. 3e–g) greatly induced HSC activation as demonstrated by increased expression of *α-SMA* (*Acta2*) and *Col1a1*, which encode α-smooth muscle actin and collagen type I alpha 1, respectively, in primary HSCs or LX2 cells (Fig. 4e and Supplementary Fig. 3 g), concurrently with increased mRNA levels of *cyclin* (Fig. 4c and Supplementary Fig. 3e) and *Mki67* (Fig. 4d and Supplementary Fig. 3f) in primary hepatocytes. Collectively, these findings suggest that HSCs were required for PH-induced and miR-182-5p-mediated hepatocyte proliferation in vivo.

**Fig. 4:**
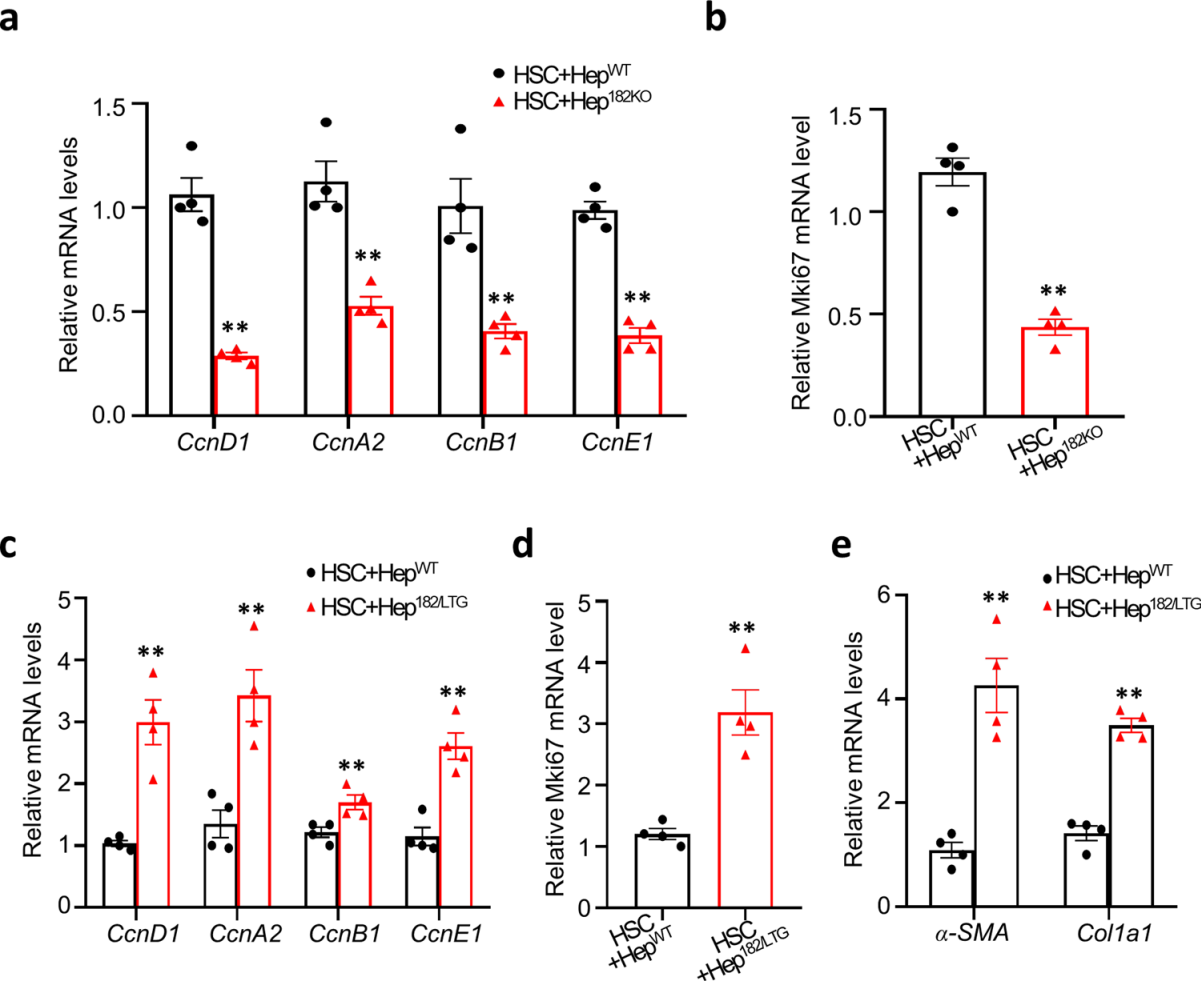
miR-182-5p promotes hepatocyte proliferation via a stellate cell-dependent mechanism. qRT-PCR analyses of *cyclin* genes **a** and Mki67 **b** expression in primary hepatocytes from miR-182-5p^KO^ mice (Hep^182KO^) and their control mice (Hep^WT^) co-cultured with primary HSCs in the presence of EGF (*n* = 6/group). Primary hepatocytes from miR-182-5p^LTG^ mice (Hep^182/LTG^) and their control mice (Hep^WT^) co-cultured with primary HSCs. qRT-PCR analyses of *cyclin* genes **c** and Mki67 gene **d** expression in primary hepatocytes. **e** qRT-PCR analyses of HSC activation marker genes expression in primary HSCs (*n* = 4/group). Error bars in all experiments represent SEM; significance was determined by unpaired 2-tailed Student’s *t* test. **P < 0.01.

### miR-182-5p promotes hepatocyte proliferation by stellate cell-dependent activation of hedgehog signaling

To further dissect the mechanism by which miR-182-5p promotes hepatocyte proliferation, we co-cultured HSCs (LX2) with mouse primary hepatocytes (LX2 + Hep^WT^) or with hepatocytes isolated from the liver-specific miR-182-5p overexpression transgenic mice (LX2 + Hep^182/LTG^). We then collected the conditioned media (CM) of the co-cultured cells and used them to treat mouse primary hepatocytes (Fig. 5a). The CM of LX2 + Hep^182/LTG^ cells had a much greater promoting effect on hepatic Cyclin D1 protein expression (Fig. 5b) and the EdU-positive cell numbers (Fig. 5c) compared to the CM of LX2 + Hep^WT^ cells. These findings suggest the presence of a secretory factor(s) in the CM of HSCs which is/are induced by the co-cultured hepatocytes overexpressing miR-182-5p. The stimulatory effect of the CM from LX2 + Hep^182/LTG^ on hepatocyte proliferation could be blocked by heat-denaturation treatment (Supplementary Fig. 4a, b), suggesting that a secretory protein molecule(s) in the stellate CM may be involved in promoting mouse hepatocyte proliferation.

**Fig. 5:**
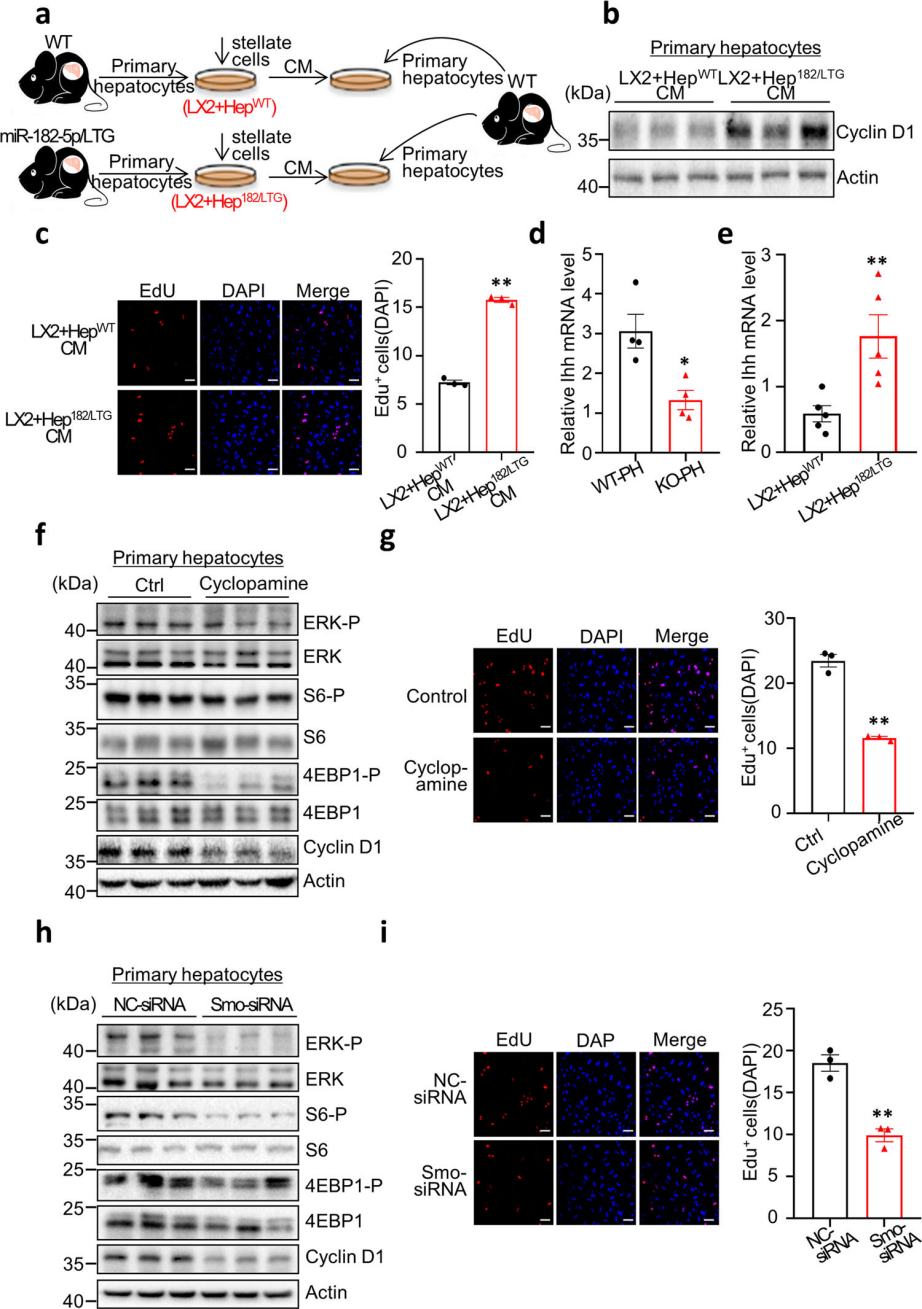
miR-182-5p promotes hepatocyte proliferation by stellate cell-dependent activation of hedgehog signaling. **a** A schematic diagram of the co-culture experiment in which primary hepatocytes were treated with a conditioned medium (CM) of HSCs (LX2 cells) co-cultured with miR-182-5p-overexpressed hepatocyte (LX2 + Hep^182/LTG^) or with that of their control (LX2 + Hep^WT^) for 24 h. **b** Western blot analysis of Cyclin D1 level in primary hepatocytes. **c** EdU immunostaining of primary hepatocytes (*n* = 3/group; scale bar: 100 μm). **d** qRT-PCR analyses of *Ihh* gene expression in the liver of miR-182-5p KO and WT mice (3d after PH; *n* = 4/group). **e** qRT-PCR analyses of *Ihh* gene expression in LX2 co-cultured with primary hepatocytes from miR-182-5p TG mice (LX2 + Hep^182/LTG^) or their control mice (LX2 + Hep^WT^)(*n* = 4/group). Primary hepatocytes were treated with a conditioned medium of stellate cells co-cultured with miR-182-5p-overexpressed hepatocyte treated with or without cyclopamine. **f** Western blot analysis of proliferative signaling in primary hepatocytes. **g** EdU immunostaining of primary hepatocytes (*n* = 3/group; scale bar: 100 μm). Smo siRNA or control siRNA (NC-siRNA)-treated primary hepatocytes were treated with a conditioned medium of stellate cells co-cultured with miR-182-5p-overexpressed hepatocytes. **h** Western blot analysis of proliferative signaling in primary hepatocytes. **i** EdU immunostaining of primary hepatocytes(*n* = 3/group; scale bar: 100 μm). Error bars in all experiments represent SEM; Significance was determined by unpaired two-tailed Student’s *t* test. *P < 0.05, **P < 0.01.

HGF and TGFβ1^26^ have been shown to play critical roles in LR after 2/3 PH^4,27^. However, we found that miR-182-5p deficiency in mice had no significant effect on the mRNA levels of HGF (Supplementary Fig. 4c) and TGFβ (Supplementary Fig. 4d). On the other hand, the mRNA levels of hedgehog (Hh) ligands such as Indian (Ihh) and to a lesser extent the Sonic Hh (Shh) were significantly suppressed in the liver of miR-182-5p^KO^ mice compared to WT control mice at day 3 after 2/3 PH (Fig. 5d and Supplementary Fig. 4e). Given that both Ihh and Shh are expressed in activated HSCs^4,28^, we postulated that miR-182-5p may promote LR by increasing Ihh expression and secretion in HSCs, which subsequently induces Hh signaling in hepatocytes. Indeed, the expression level of Ihh was significantly upregulated in LX2 co-cultured with miR-182-5p-overexpressed hepatocytes compared to LX2 co-cultured with WT hepatocytes (Fig. 5e). To confirm the role of hedgehog signaling in miR-182-5p-induced hepatocyte proliferation, we treated hepatocytes with CMs of LX2 activated by co-culturing with Hep^182/LTG^ cells. The promoting effect of the LX2 CM on hepatocyte proliferation was significantly suppressed by either pharmacological inhibition of hedgehog signaling with cyclopamine (5 μM) for 24 h (Fig. 5f, g), or by siRNA-mediated suppression of the Hh receptor Smo in primary hepatocytes (Supplementary Fig. 4f and Fig. 5h, i). Taken together, these results demonstrate that hepatic miR-182-5p promotes mouse hepatocyte proliferation via HSC-dependent activation of the Hh signaling pathway.

### miR-182-5p promotes hepatocyte proliferation by enhancing CA-mediated activation of HSCs

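Poly(A) RNA was sequenced from the liver of male miR-182-5p KO mice, which carry the knockout on a single allele, and of wild-type (WT) mice. Each genotype was represented by 1 sequencing library, and the number of mice that went into each library is not stated in the paper's text. The authors listed 34745 genes by Ensembl identifier, each with the number of reads counted on it in each library. The counts summed to 13247497 in the KO library and 13163348 in the WT library. No read was counted on 19800 genes in the KO library and on 19203 genes in the WT library. *Mir182*, the gene that was targeted, is not among the listed genes and was not analysed here, so the genotype labels were not checked on its level. The 13 protein-coding genes of the mitochondrial genome took 51.7% of the counts in the KO library (95% confidence interval 51.6% to 51.7%, exact Clopper-Pearson) and 31.0% in the WT library (30.9% to 31.0%). The libraries were scaled with edgeR's TMM method, which limits the weight of the genes with the most counts and gave factors of 0.812 for the KO library and 1.23 for the WT library. The log2 fold change of each gene, KO over WT, was taken from TMM-scaled counts with a prior count of 0.5. Each gene with at least 10 counts over both libraries was compared by a two-sided exact binomial test with Benjamini-Hochberg adjustment. With 1 library per genotype, a difference between the libraries has no replicate check. The binomial test compares these libraries and not the genotypes, and all intervals given for the RNA-seq values cover counting error only.

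**Figure D1:**
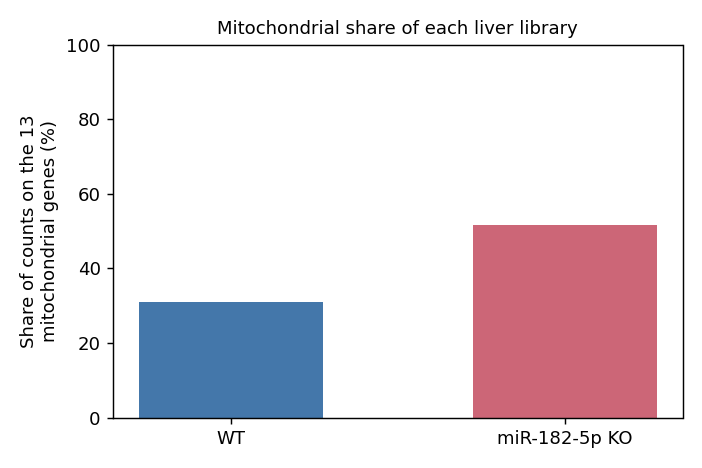
Share of all counts, in percent, that fell on the 13 mitochondrial protein-coding genes in the WT and the KO liver library, with 1 bar per library. The share was 31.0% in the WT library and 51.7% in the KO library.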

To determine the mechanism by which hepatic miR-182-5p activates HSCs in the liver, we performed RNA-seq analysis in the liver of miR-182-5p^KO^ mice and wild-type control mice at day 3 after 2/3 PH. 

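Of 13561 genes tested, 1081 were higher and 1128 lower in the KO library at a log2 fold change of at least 1 in size and an adjusted p-value threshold of 0.05, so that 51.1% of the changed genes were lower. These counts depended on the scaling and on the noise that the test allows for. Scaled by total counts, without TMM, the median log2 fold change of all genes tested was −0.60, and 471 genes were higher and 3397 lower, 87.8% of the changed genes. Among the alternatives that changed a single choice, the counts moved most when edgeR's exact test was given an assumed biological coefficient of variation of 0.4, a spread between animals that single libraries cannot measure, which left 59 genes higher and 58 lower. Among protein-coding genes with at least 100 counts in the library where they were higher and at least 10 in the other, *Chp1* and *H6pd* rose most. *Chp1* had 1207 counts in the KO library and 26 in the WT library, a log2 fold change of 6.10 (95% confidence interval 5.57 to 6.75). *H6pd* had 2519 and 57 counts, a log2 fold change of 6.04 (5.68 to 6.46). The next were *Fam134c* at 5.18, *4833439L19Rik* at 5.05 and *Mknk2* at 4.98, of which *4833439L19Rik* shares sequence with another gene that moved the opposite way. *Elovl2*, with 40 counts in the KO library and 3751 in the WT library, fell most, with a log2 fold change of −5.94 (−6.45 to −5.51). It was followed by *Rdh9* at −5.55, *Calu* at −5.39 and *Pank1* at −4.81. *Rdh9* overlaps *Gm28046*, which had 330 counts in the KO library and 0 in the WT library, and their reads could have been divided differently in each library.

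**Figure D2:**
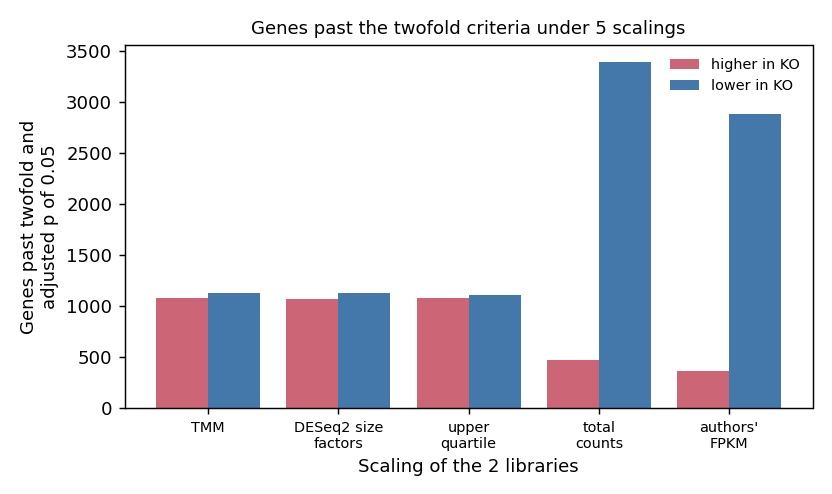
Number of genes higher (red) and lower (blue) in the KO library past a 2-fold change and an adjusted p-value of 0.05 under 5 ways of scaling the 2 libraries. With TMM the bars stand at 1081 and 1128 genes, and with total counts at 471 and 3397.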

Volcano plot analysis of the RNA-seq data with a twofold change identified 2162 differentially expressed genes (DEGs), among them 545 were upregulated, and 1617 were downregulated (Supplementary Fig. 5a). To functionally annotate the DEGs, we aligned all DEGs against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. 

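KEGG pathways were taken from the authors' annotation, which assigns at least 1 pathway to 7424 of the listed genes. The rich factor of a pathway was computed as the share of the annotated DEGs that belong to it divided by the share of all tested annotated genes that do, so that a value of 1 means no enrichment. Of 4751 annotated genes tested, 719 were DEGs. Primary bile acid (BA) biosynthesis held 14 of the tested genes, and 4 of these were DEGs, which gave a rich factor of 1.89. Of the 4 DEGs, 3 were higher and 1 was lower in the KO library, so the rich factor gives no direction. *Cyp7a1* is not among the genes that the annotation assigns to this pathway. With so few genes, the 95% exact confidence interval reached from 0.554 to 3.84. The rich factor stood at percentile 97.7 among 10000 random gene sets of the same size and mean expression. Of 285 pathways with at least 5 tested genes, primary BA biosynthesis was in place 19. ECM-receptor interaction had the highest rich factor, 2.55, with 22 DEGs among 57 tested genes, followed by steroid hormone biosynthesis at 2.31. Among the alternatives that changed a single choice, the rich factor of primary BA biosynthesis moved most with the exact test with an assumed biological coefficient of variation of 0.4, under which none of its genes was a DEG. With every gene of at least 1 count tested, 5 of 15 genes were DEGs and the rich factor of 2.36 was the highest of 286 pathways.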

KEGG pathway enrichment analysis identified several pathways that were greatly enriched in miR-182-5p-deficient mouse liver, and the most enriched pathway is related to primary bile acid (BA) biosynthesis (Supplementary Fig. 5b). In agreement with these findings, the serum concentration of BA was greatly decreased in miR-182-5p^KO^ mice at day 3 after 2/3 PH compared to wild-type control mice (Fig. 6a). In contrast, BA levels in serum (Fig. 6b) or liver (Fig. 6c) were significantly increased in the miR-182-5p^LTG^ mice at day 3 after 2/3 PH. To determine the potential role of BAs in miR-182-5p-induced activation of HSCs in the liver, we performed high-throughput profiling of BAs in the liver of the miR-182-5p^LTG^ mice and their control mice (WT) on day 3 after 2/3 PH, using liquid chromatography/mass spectrometry (LC/MS). Heatmap (Fig. 6d) and volcano plot (Fig. 6e) analysis revealed that three primary BAs, CA, glycocholic acid (GCA) and taurocholic acid (TCA), were significantly upregulated in the liver of miR-182-5p TG mice compared to the wild-type control mice at day 3 after 2/3 PH (Fig. 6f and Supplementary Fig. 5c, d). Treating primary HSCs (Fig. 6g, h) or LX2 (Supplementary Fig. 5e, f) with CA for 48 h, but not GCA (Supplementary Fig. 5g, h) or TCA (Supplementary Fig. 5i, j), markedly induced the expression of *α-SMA* and *Ihh*, demonstrating a specific role of CA in mediating hepatic miR-182-5p-induced HSC activation.

**Fig. 6:**
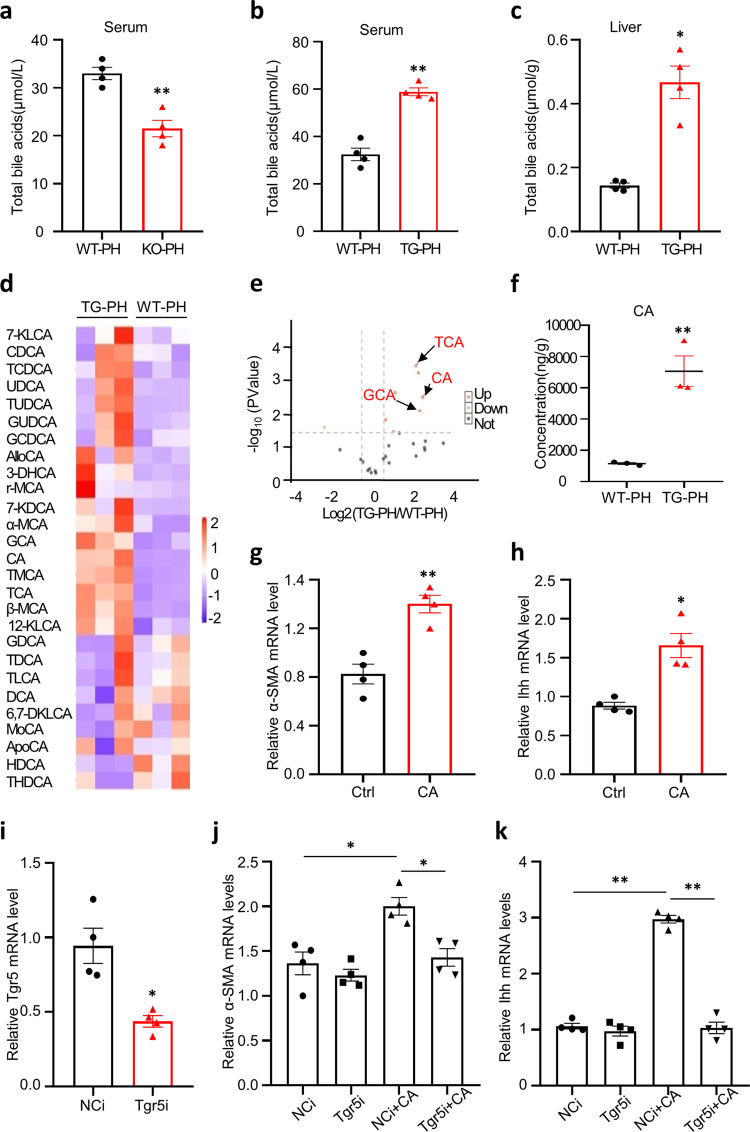
miR-182-5p promotes hepatocyte proliferation by enhancing cholic acid (CA)-mediated activation of HSCs. **a** Total bile acid levels were measured in the serum of miR-182-5p KO and WT mice (3d after PH; *n* = 5/group). **b**, **c** Total bile acid levels were measured in the serum and liver of the miR-182-5p TG mice and their control mice(WT) at day 3 after 2/3 PH (*n* = 4/group). **d** Heatmap showing changes in the abundance of BAs composition in liver of TG and WT mice (3d after PH). Blue represents down-regulation while a red represents upregulation. **e** Volcano plot of the BAs composition. Red, significantly increased gene expression; green, significantly decreased; gray, no statistical differences. **f** LC/MS analyses of the CA level in liver of the miR-182-5p TG mice and their control mice (WT) at day 3 after 2/3 PH (*n* = 3/group). **g**, **h** qRT-PCR analyses of *α-SMA* and *Ihh* genes expression in primary HSCs by CA treatment (*n* = 4/group). CA treated primary HSCs which were transfected with Tgr5 siRNA or NCi. **i** qRT-PCR analyses of *Tgr5* gene expression in primary hepatic stellate cells. **j**, **k** qRT-PCR analyses of *α-SMA* and *Ihh* genes expression in primary HSCs (*n* = 4/group). Error bars in all experiments represent SEM; Significance was determined by unpaired two-tailed Student’s *t* test and by one-way ANOVA. *P < 0.05, **P < 0.01.

To determine the signaling pathway(s) involved in CA-mediated HSC activation, we examined the effect of CA on the expression of several CA receptors in stellate cells, including FXR, TGR5, S1PR2, and VDR. Consistent with previous reports^29,30^, we found that the expression levels of FXR, S1PR2, and VDR were low in stellate cells (Supplementary Fig. 5k) and CA treatment had no significant effect on the expression of these molecules (Supplementary Fig. 5l). However, CA treatment greatly increased the expression of TGR5 in stellate cells (Supplementary Fig. 5l). Suppressing TGR5 expression by siRNA in stellate cells (Fig. 6i) greatly reduced CA-induced expression of *α-SMA* (Fig. 6j) and *Ihh* (Fig. 6k), revealing a promoting role of TGR5 in CA-induced HSC activation and hedgehog ligand production.

### Hepatic miR-182-5p targets Cyp7a1 to promote hepatocyte proliferation

The rate of BA synthesis is mainly controlled by the classic and alternative BA synthesis pathways via the rate-limiting enzyme cholesterol 7α-hydroxylase (CYP7A1) and CYP27A1, respectively^31^ (Supplementary Fig. 6a). RNA-seq analysis revealed that the expression levels of *Cyp7a1* and *Cyp27a1* genes were greatly decreased in the liver of miR-182-5p^KO^ mice compared to wild-type control mice at day 3 after 2/3 PH (Fig. 7a), which was confirmed by real-time PCR (Fig. 7b). On the other hand, the mRNA levels of *Cyp7a1* but not *Cyp27a1* were significantly increased in the liver of TG mice compared with their control mice at day 3 after 2/3 PH (Fig. 7c). 

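*Cyp7a1* (ENSMUSG00000028240) is annotated on the minus strand of chromosome 4 of GRCm38 from 6265612 to 6275633. It had 326 counts in the KO library and 887 in the WT library, which the authors' own scaling by gene length and total counts gives as 5.59 and 15.3 FPKM. The log2 fold change was −0.85 (95% confidence interval −1.04 to −0.67, adjusted p = 4.61e-20 from the exact binomial test). *Cyp27a1* (ENSMUSG00000026170) is annotated on the plus strand of chromosome 1 from 74713574 to 74737892. It had 2501 counts in the KO library and 4174 in the WT library, or 60.7 and 102 FPKM, and a log2 fold change of −0.15 (−0.22 to −0.07, adjusted p = 2.32e-04 from the same test). Neither gene reached a 2-fold change with TMM. Scaled by total counts, which moved all genes down alike, *Cyp7a1* stood at −1.45, past a 2-fold change, and *Cyp27a1* at −0.75. Relative to the median change of all genes, the changes of *Cyp7a1* and *Cyp27a1* with total counts were the same to 2 decimals as with TMM. The paper states that the RNA-seq values of both genes fell in the KO liver and, after the PCR measurements and those in TG mice and in hepatocytes with the miR-182-5p mimic, proposes a cell-autonomous effect of miR-182-5p on *Cyp7a1*.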

Consistently, overexpression of the miR-182-5p mimics significantly increased *Cyp7a1* but not *Cyp27a1* mRNA expression in hepatocytes (Fig. 7d, e). Moreover, the CYP7A1 protein level was markedly increased in miR-182-5p-overexpressed hepatocytes (Fig. 7f), suggesting that miR-182-5p exerts a cell-autonomous effect on *Cyp7a1* gene and protein expression. Interestingly, *Cyp7a1* expression was strongly suppressed at the early stages of LR but gradually increased at the proliferative phase, concurrently with increased miR-182-5p expression (Supplementary Fig. 6b). Heterozygous knockout of miR-182-5p had no significant effect on *Cyp7a1* expression at the early stages of LR but inhibited *Cyp7a1* expression at the proliferative phase during LR in mice (Supplementary Fig. 6c), revealing a phase-specific role of miR-182-5p in regulating Cyp7a1 expression during LR.

**Fig. 7:**
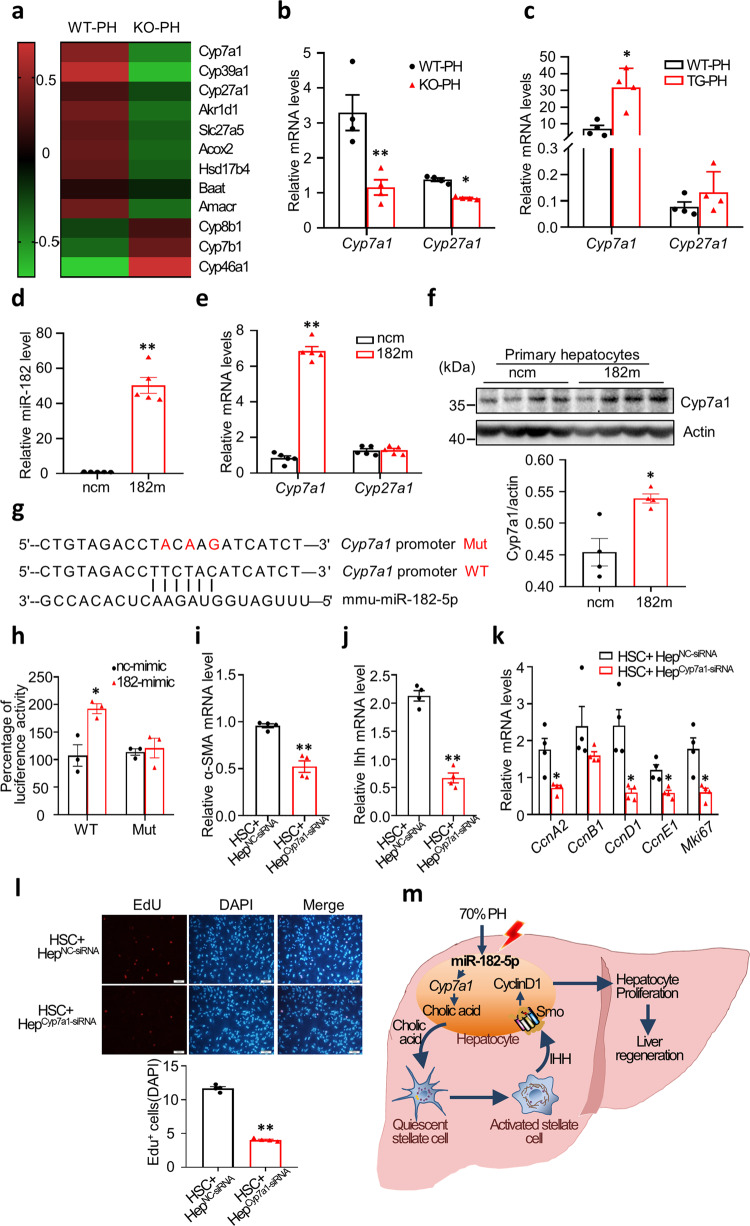
Hepatic miR-182-5p targets Cyp7a1 to promote hepatocyte proliferation. **a** The heatmap of DEGs in BA synthesis signaling pathway. Green represents downregulation while red represents up regulation. qRT-PCR analyses of *Cyp7a1* and *Cyp27a1* gene expression in the liver of miR-182-5p KO (**b**) or TG mice (**c**) compared with their respective control mice (3d after PH; *n* = 4/group). miR-182-5p mimic (182 m) or its negative control (ncm) were overexpressed in primary hepatocytes from C57BL/6 J mice. **d**, **e** miR-182-5p level, and the *Cyp7a1* and *Cyp27a1* genes expression levels were determined by qRT-PCR (*n* = 5/group). **f** The Cyp7a1 protein expression level was determined by western blot. **g** Alignment of the sequences of Cyp7a1 gene promoter and miR-182-5p. **h** Luciferase reporter assay to examine the interactions between miR-182-5p and the predicted target site in the Cyp7a1 gene promoter. Plasmids with the Cyp7a1 gene promoter or mutated gene promoter were co-transfected with miR-182-5p mimic or control mimic into primary hepatocytes. Renilla luciferase activity was measured by a Dual-Glo luciferase assay system and normalized to internal control firefly luciferase activity (*n* = 3 biological Replicates). HSCs co-cultured with Cyp7a1 siRNA (Hep^Cyp7a1-siRNA^) or their control siRNA-treated (Hep^NC-siRNA^) hepatocytes isolated from TG mice. **i**, **j** qRT-PCR analyses of *α-SMA* and *Ihh* genes expression in HSCs. **k** qRT-PCR analyses of Cyclin genes expression in primary hepatocytes. **l** EdU immunostaining of primary hepatocytes. **m** A proposed model on the mechanism by which miR-182-5p regulates liver regeneration induced by PH. Error bars in all experiments represent SEM; Significance was determined by unpaired two-tailed Student’s *t* test and by one-way ANOVA. *P < 0.05, **P < 0.01.

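The 12 BA synthesis genes of the heatmap had between 14 and 2501 counts in the KO library. Their median log2 fold change was −0.36 (95% counting interval −0.41 to −0.29), at percentile 1.93 among 10000 random lists of 12 genes matched on mean expression. The study picked these genes from the same libraries, so this position is not independent evidence. The direction differed between the genes: 8 were below 0 and 4 above. With TMM, *Cyp39a1* was the only one past a 2-fold decrease, with 14 counts in the KO library and 66 in the WT library and a log2 fold change of −1.62 (−2.59 to −0.80, adjusted p = 1.23e-04 from the exact binomial test). *Akr1d1* (−0.56), *Amacr* (−0.54), *Acox2* (−0.46), *Slc27a5* (−0.37) and *Hsd17b4* (−0.35) fell by less. *Cyp8b1* rose from 227 counts in the WT library to 369 in the KO library (log2 fold change 1.29, adjusted p = 6.33e-26), *Cyp7b1* from 559 to 1196 (1.69, adjusted p = 3.07e-124) and *Cyp46a1* from 5 to 30 (3.03, adjusted p = 3.14e-07), each past a 2-fold change by the same exact test. *Baat* stood at 0.24 and changed direction under total counts, to −0.36. With total counts the median of the list was −0.96, 9 genes were below 0, 5 were past a 2-fold decrease (*Cyp7a1*, *Cyp39a1*, *Akr1d1*, *Acox2* and *Amacr*) and 2 past a 2-fold increase (*Cyp7b1* and *Cyp46a1*). Over the 14 tested genes that the authors' annotation assigns to primary BA biosynthesis, 11 of whose 15 listed members are among the 12 of the heatmap, the median was 0.05, at percentile 65.3, and −0.55 with total counts.

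**Figure D3:**
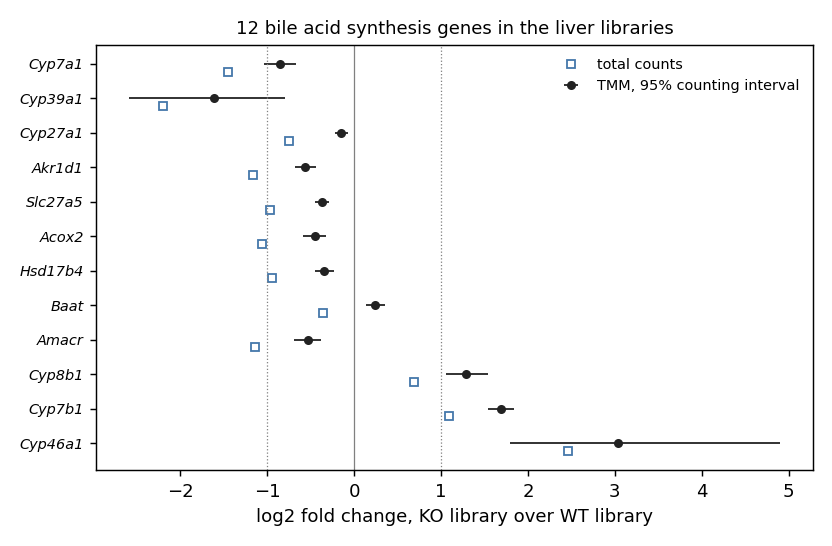
log2 fold change, KO library over WT library, of the 12 BA synthesis genes, with TMM scaling (black points, bars are 95% counting intervals) and with total counts (open squares). Dotted lines mark a 2-fold change. With TMM 4 genes lie above 0, and with total counts 3, since *Baat* moves from 0.24 to −0.36.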

miRNAs normally silence gene expression by promoting the degradation of mRNAs. Thus, we first examined whether miR-182-5p promotes *Cyp7a1* gene expression by suppressing negative regulators of *Cyp7a1*. Several negative regulators of the *Cyp7a1* gene have been reported, including *Fgfr4, Pparα, Nr0b2* (SHP)*, Nr1h4* (FXR), and *Nr1l2* (PXR)^30,32^. However, overexpression of miR-182-5p had no significant effect on the expression of these negative regulators of *Cyp7a1* (Supplementary Fig. 6d). Based on the finding certain miRNAs could stimulate gene expression by targeting the promotors of these genes^33,34^, we then asked whether miR-182-5p could directly stimulate the expression of the *Cyp7a1* gene. Bioinformatic analysis revealed that miR-182-5p could align to the promoter region of *Cyp7a1* gene (Fig. 7g). By luciferase reporter assay, we found that the miR-182-5p mimic increased the promoter activity of the *Cyp7a1* reporter gene but not the one with mutations in the seed sequence (Fig. 7h), revealing that miR-182-5p stimulated *Cyp7a1* gene expression by directly interacting with its promoter. To further characterize the role of Cyp7a1 in miR-182-5p-induced hepatocyte proliferation, we treated primary hepatocytes isolated from TG mice with Cyp7a1 siRNA (Supplementary Fig. 6e) and co-cultured these cells with primary HSCs. Suppressing *Cyp7a1* expression greatly reduced the expression levels of *α-SMA* (Fig. 7i) and *Ihh* (Fig. 7j) in primary HSCs as well as the promoting effect of HSC + Hep^182TG^ on hepatocyte proliferation (Fig. 7k, l). Taken together, these results demonstrate that hepatocyte miR-182-5p-mediated Cyp7a1/CA signaling promotes hepatocyte proliferation by enhancing hedgehog signaling in stellate cells.

## Discussion

In the present study, we identified miR-182-5p as a critical regulator of LR. In addition, we demonstrate that the promoting effect of hepatic miR-182-5p on LR is mediated by a paracrine mechanism via cell-cell crosstalk in the liver. miR-182-5p expression is significantly stimulated by PH and overexpression of this molecule in hepatocytes enhances CA production, which triggers Hh ligand production from HSCs. Elevated Hh ligand levels activate Hedgehog signaling in hepatocytes, resulting in hepatocyte proliferation (Fig. 7m). Our study reveals a mechanism underlying the crosstalk between hepatocytes and stellate cells in the liver, which is essential for LR in mice. Our study provides new evidence on the critical role of hepatocyte Hh in LR^27,28^ and uncovers a molecular mechanism by which PH activates Hh signaling in LR.

LR is an extremely complex process that involves not only hepatocytes but also other cell types in the liver such as Kupffer cells (liver resident macrophages), stellate cells, and cholangiocytes^4,7–9,35^. The expression levels of miR-182-5p are low in the liver of normal adult mice^36^, but are greatly induced by PH in mouse hepatocytes, suggesting a potential role of this molecule in PH-induced LR. Consistent with this view, hepatocyte-specific overexpression of miR-182-5p greatly enhances LR in mice. There is some evidence showing that cholangiocytes and hepatocytes share a common precursor cell in development^4^, and cholangiocytes also play a role in hepatic regeneration during liver injury when hepatocyte proliferation is inhibited^37,38^. However, we found that miR-182-5p levels are greatly induced in mouse hepatocytes isolated from WT mice but not in NPCs isolated from WT mice after PH (Supplementary Fig. 1b). In addition, overexpression of miR-182-5p in primary hepatocytes co-cultured with primary HSCs promotes mouse hepatocyte proliferation (Fig. 4c, d). These results suggest that miR-182-5p in hepatocytes rather than cholangiocytes may play a major role in LR.

Our study demonstrates a BA-mediated paracrine mechanism by which miR-182-5p promotes LR. BAs, which are rapidly increased in mouse plasma and liver after PH^39^, have been suggested to play an important role in LR^40–43^. However, how BA biosynthesis is regulated in PH and how this molecule is involved in LR are unknown. We found that miR-182-5p, which is upregulated by PH, stimulates the expression of Cyp7a1, a rate-limiting enzyme in the canonical BA synthesis pathway^31^. Consistent with this finding, CA, a primary BA, was significantly increased in the liver of the miR-182-5p^LTG^ (TG) mice compared to control mice. These results are consistent with the finding that BAs activate HSC in liver^4^.

miRNAs are generally considered negative regulators of gene expression^44^. However, we found that treating primary hepatocytes with miR-182-5p mimic had no significant effect on the mRNA levels of known negative regulators of the *Cyp7a1* gene in hepatocytes. On the other hand, we found that miR-182-5p binds to the promoter of *Cyp7a1* gene and positively regulates *Cyp7a1* gene. Interestingly, several studies have previously shown that miRNAs could positively regulate gene expression^34,45^. For example, miR-373 induces the expression of genes with complementary promoter sequences^34^. Our finding provides new evidence to support the positive regulatory mode of miRNAs in regulating gene expression.

In conclusion, our results identified hepatic miR-182-5p as a key regulator of hepatocyte proliferation that promotes LR in mice after 2/3 PH. In addition, we uncover a new signaling mechanism underlying the crosstalk between hepatocytes and HSCs that is critical for PH-induced LR. Our study suggests that upregulation of hepatic miR-182-5p may be a valid therapeutic target to improve LR.

## Methods

### Animal

miR-182-5p heterozygous knockout mice (miR-182-5p^+/−^) were obtained from the Laboratory Animal Resource Bank, National Institute of Biomedical Innovation, Japan (https://animal.nibiohn.go.jp)^36^. We commissioned Shanghai Model Organisms Center, Inc. (Shanghai, China) to generate a miR-182-5p-Tg^flox/flox^ (ROSA26-polyA-GFP-loxp-lox2272-EF1α (reversed)-loxp-lox2272-miR-182-5p-polyA) mouse line. To generate the liver-specific miR-182-5p overexpressing mice (miR-182-5p^LTG^), we crossed female miR-182-5p-Tg^flox/flox^ mice with male Albumin-cre mice to remove the loxp sites so that continuous expression of miR-182-5p is achieved by the reversed EF1α in the liver. C57BL/6 J mice were purchased from Slac Laboratory Animal Inc. (Shanghai, China). Mice were housed in a temperature-controlled environment with a 12:12 hr light/dark cycle and had access to food and water *ad libitum*. All animal studies were performed under a protocol approved by the Central South University Animal Care and Use Committee.

### Partial hepatectomy

The 2/3 PH was performed as described previously^3^. Briefly, 8- to 10-week-old male mice were anesthetized with isoflurane, followed by a ventral midline incision. The left lateral left middle and right middle lobe of the liver (70% of the liver) were removed from the anesthetized mice after pedicle ligation with prolene 6/0. After surgery, the mice were placed on a warming pad for recovery until completely conscious. All partial hepatectomies were performed in the early hours of the morning.

### Cell culture and treatment

Primary mouse hepatocytes and primary hepatic stellate cells were isolated according to the procedures as described previously^46,47^. For proliferation analysis, primary mouse hepatocytes were transfected with the miR-182-5p mimic, inhibitor, or controls (RiboBio Co. Ltd, Guangzhou, Guangdong, China) for 12 h. Proliferation was induced by treating the cells grown in EdU (5-Ethynyl-2’-deoxyuridine)-containing medium with EGF (30 ng/mL). Thirty-six hours after transfection, hepatocytes were fixed with 4% paraformaldehyde (PFA) and the incorporation of EdU into actively proliferating cells was evaluated using a Cell-Light™ EdU Cell Proliferation Detection kit (RiboBio Co. Ltd, Guangzhou, China) according to the manufacturer’s instructions. For co-culture studies, mouse primary hepatocytes were co-cultured with NPC, BMDMs, primary hepatic stellate cells (pri-HSCs), or the HSC cell line LX2 for 48 h, respectively. Primary hepatocytes were treated with the CM of primary hepatocytes co-cultured with stellate cells and the effects of CMs on mouse hepatocyte proliferation were determined by western blot, qRT-PCR, and EdU immunostaining.

### Ki67 staining

Mouse liver tissues were fixed with 4% paraformaldehyde before embedding them into paraffin blocks. Ki67 staining was performed as previously described^22^.

### RNA isolation, real-time quantitative (q)RT-PCR, and western blotting

Total RNAs were extracted using the TRIzol Reagent (Invitrogen, Life Technologies, NY, USA, Cat#15596026) following the manufacturer’s instructions. mRNAs were reverse transcribed using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, USA, K1622). Real-time qPCR was carried out on a 7900HT Fast Real-Time PCR System (Applied Biosystem, USA). The sequences for the primer pairs used in this study are listed in Supplementary Table 1. To examine protein expression levels, cells were lysed in RIPA lysis buffer (Beyotime, Shanghai, China, P0013B). Antibodies to cyclins D1 (Cat#2922), ERK-P (Cat#4377), S6 (Cat#2217), S6-P Cat#2215), 4EBP1 (Cat#9452), and 4EBP1-P (Cat#9459) were from Cell Signaling Technologies, and Cyp7a1(Cat# DF2612) were from Affinity Biosciences. The anti-β-Actin antibody (Cat#A3854) was from Sigma.

### Bile acid levels and composition

Bile acid levels in the liver were measured by using a bile acid kit (Crystal Chem.; #80471). Individual bile acids were quantified by liquid chromatography-mass spectrometry (LC-MS) as described^48,49^. Bile acid separation was achieved by using an Acuity (Waters, Milford, MA) UPLC BEH C18 column (1.7 microns 2.1 × 100 mm) on a Nextera UPLC (Shimadzu, Tokyo, Japan); the temperature of the column and autosampler was 65 °C and 12 °C, respectively. The sample injection volume was 1 μL. The mobile phase consisted of 10% acetonitrile and 10% methanol in water containing 0.1% formic acid (Mobile Phase A) and 10% methanol in acetonitrile 0.1% formic acid (Mobile Phase B) delivered as a gradient: 0–5 min Mobile Phase B was held at 22%; 5–12 min Mobile Phase B was increased linearly to 60%; 12–15 min Mobile Phase B was increased linearly to 80%; and 15–19 min Mobile Phase B was kept constant at 80% at a flow rate of 0.5 ml/min. The mass spectrometer (Q-Trap 5500; Sciex, Framingham, MA) was operated in negative electrospray mode working in the multiple reaction mode (MRM). Operating parameters were: curtain gas 30 psi; ion spray voltage 4500 V; temperature 550°C; ion source gas 1 60 psi; ion source gas 2 65 psi. Transition MRMs, declustering potential, entrance potentials, and collision cell exit potentials were optimized using the Analyst software (Sciex, Framingham, MA). Dwell times were 25msec.

### RNA Sequencing

Total RNA was extracted from mouse liver tissue using RNAiso Plus Total RNA extraction reagent (#9109, TAKARA) following the manufacturer’s instructions and checked for a RIN number to inspect RNA integrity by Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, US) to confirm the insert size and calculate the mole concentration. Qualified total RNA was further purified by RNAClean XP Kit (Cat A63987, Beckman Coulter). Following purification, the mRNA is fragmented into small pieces using divalent cations. The cleaved RNA fragments are copied into first strand cDNA using reverse transcriptase and random primers. This is followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then go through an end repair process, the addition of a single ‘A’ base, the polyA containing mRNA molecules was purified using poly-T oligo-attached magnetic beads, and then ligation of the adapters. The products are then purified and enriched using PCR to create the final cDNA library (Inc.Kraemer Boulevard Brea, CA, USA) and RNase-Free DNase Set (Cat#79254, QIAGEN, GmBH, Germany). The cluster was generated by cBot with the library diluted to 10 pM and then sequenced on the Illumina HiSeq 2000/2500 (Illumina, USA). The library construction and sequencing were performed at Shanghai Biotechnology Corporation.

### Luciferase reporter assay

The promoter sequence for the *Cyp7a1* gene was amplified by PCR with specific primers: forward, 5’-TGCTTCTTGTGAAGTCTTGTGCTGT-3’; reverse, 5’-TTTATAGATAAGCAGATTGCTG-3’. The PCR product was cloned into a pmirGLO vector (Promega) between SacI and SalI sites downstream of the Renilla luciferase gene. To generate the mutant construct, three nucleotides in the target site (CTACAAGA) of the miR-182-5p seed region were mutated (CTTCTACA). For luciferase assays, primary mouse hepatocytes were transfected with the *Cyp7a1* luciferase reporter of mutant or blank vector alone with miR-182-5p mimic mixture or mimic controls using Lipofectamine 3000. Luciferase activity in the cell lysates was measured using the Dual-Glo luciferase assay system according to the manufacturer,s instructions (#E2940, Promega). Luciferase activities were calculated as the ratio of firefly to Renilla luminescence and normalized to the average ratio of the blank control.

### Statistics and reproducibility

Statistical analyses were carried out using GraphPad Prism 8.0 Software (www.graphpad.com) or Microsoft Excel (Microsoft). Data analysis involved unpaired two-tailed Student’s *t* test for two groups and one-way ANOVA for more than two groups. All results were presented as the mean ± SEM and *p* < 0.05 was considered to be statistically significant. Data are representative of at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Material

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The source data underlying the graphs and images in the figures are provided in Supplementary Data 1 and 2. The unprocessed gel blot images with size markers are provided in Supplementary Fig. 7. The authors declare that the data supporting the findings of this study are available within the article and from the corresponding author on reasonable request. RNA-Seq data generated in this paper can be accessed at the Gene Expression Omnibus (GEO) repository (accession number: GEO: GSE206451).

# Supplementary material for: miR-182-5p promotes hepatocyte-stellate cell crosstalk to facilitate liver regeneration
**Source:** Commun Biol. 2022 Aug 1;5:771. doi: 10.1038/s42003-022-03714-0
**Supplement:** Supplementary file 2 — Supplementary Material

# Supplementary Information

## miR-182-5p Promotes Hepatocyte-Stellate Cell Crosstalk to Facilitate Liver Regeneration

Ting Xiao<sup>1,#</sup>, Wen Meng<sup>1,#,\*</sup>, Zhangliu Jin<sup>1,2</sup>, Jing Wang<sup>1</sup>, Jiangming Deng<sup>1</sup>, Jie Wen<sup>1</sup>, Bilian Liu<sup>1</sup>, Meilian Liu<sup>1,3</sup>, Juli Bai<sup>1,4</sup> and Feng Liu<sup>1\*</sup>

# These authors contribute equally to the work.

Running title: Hepatic miR-182-5p in Liver Regeneration Regulation

Keywords: miR-182-5p; Liver regeneration; Stellate cell; Cholic acid; Hedgehog signaling

Word Count: 6393 words.

Number of Figures: 7

Number of Tables: 0

S1a

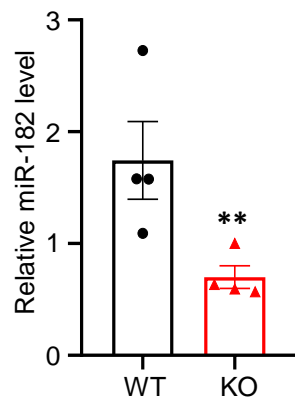

S1b

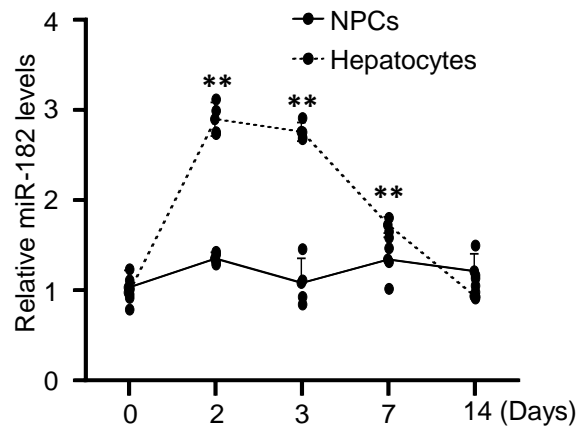

**Fig. S1. Hepatocellular miR-182-5p is upregulated during mouse liver regeneration.** (a) qRT-PCR analyses of miR-182-5p expression level in liver of miR-182 KO and WT mice (n=4/group). (b) qRT-PCR analyses of miR-182-5p expression level in primary hepatocytes and NPCs of isolated from WT mice after PH (n=4/group). Error bars in all experiments represent SEM; Significance was determined by unpaired 2-tailed Student's *t* test and by one-way ANOVA. \*\**P* < 0.01.

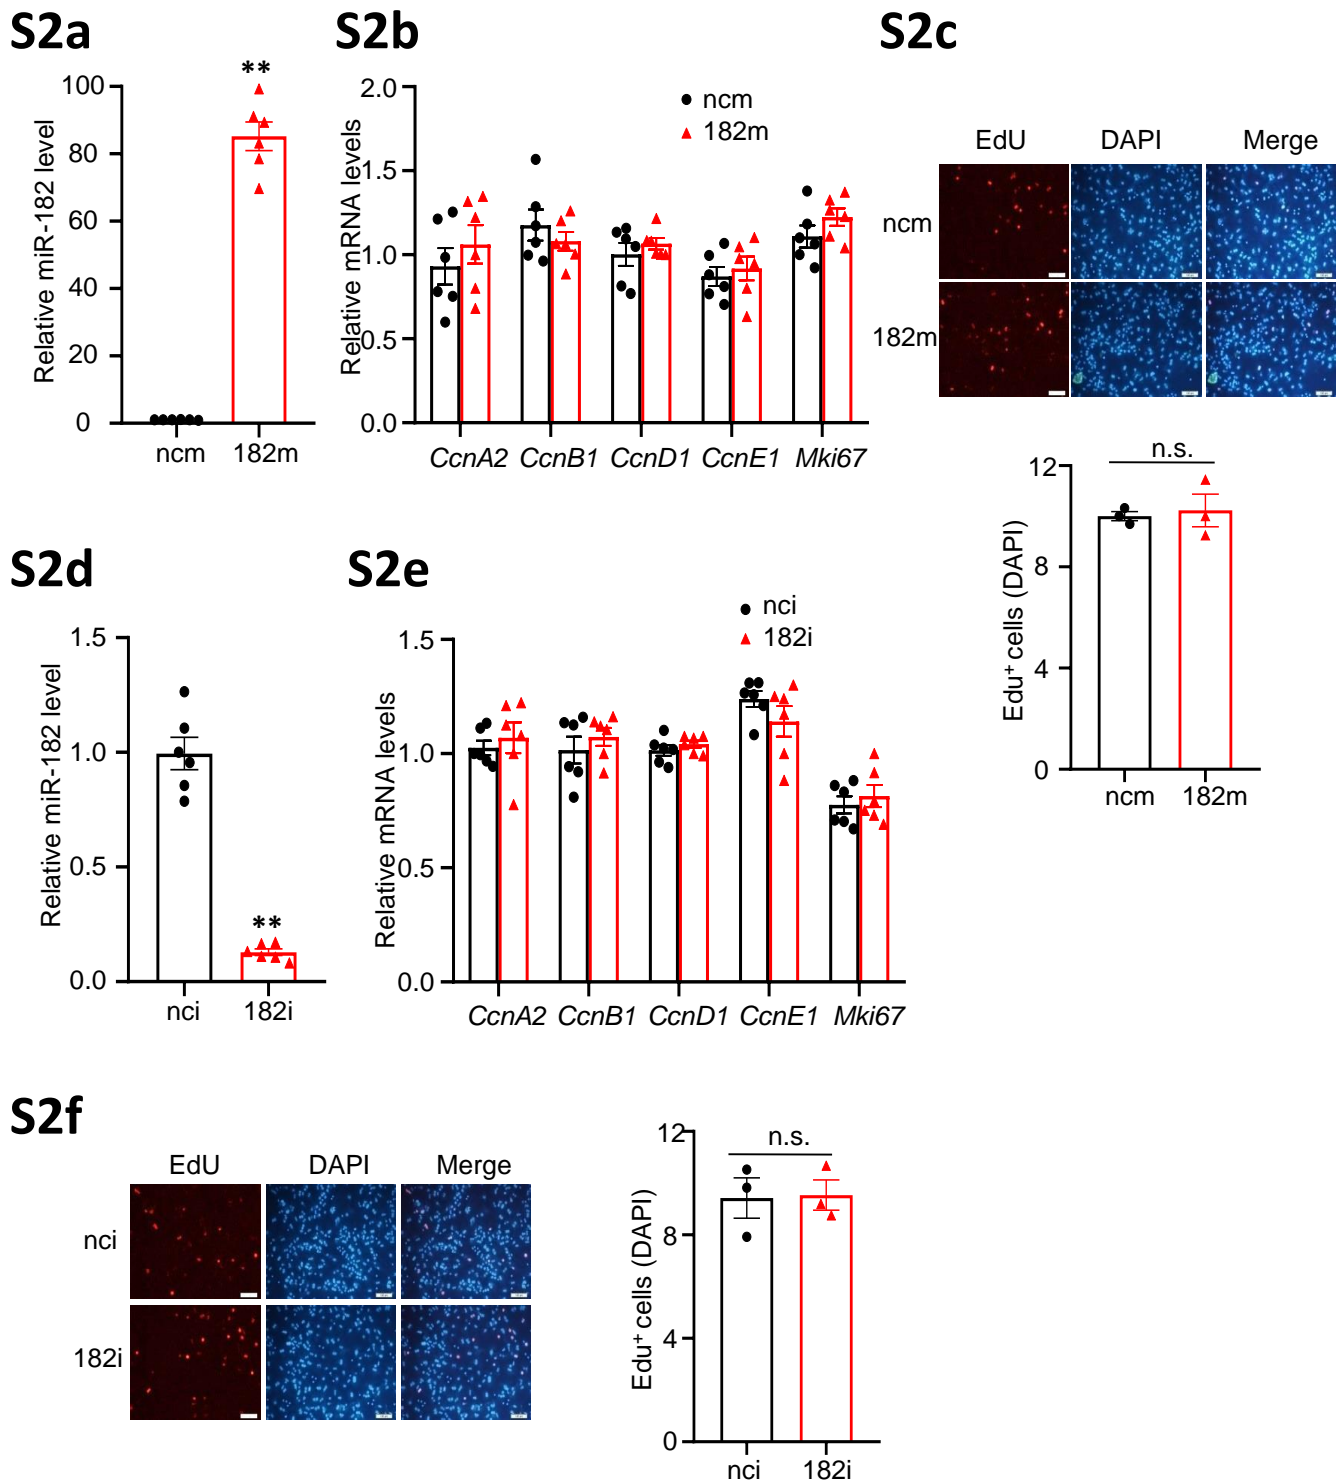

**Fig. S2. miR-182-5p is insufficient to promote proliferation in cultured hepatocytes.**

Primary hepatocytes were treated with 30 ng/mL EGF to induce hepatocyte proliferation. miR-182-5p mimic (182m) or its negative control (ncm) were overexpressed in primary hepatocytes isolated from C57BL/6J mice. miR-182-5p level (a) and the cyclin gene levels (b) were determined by qRT-PCR (n=6/group). (c) EdU immunostaining of primary hepatocytes transfected with miR-182-5p mimic (182m) or its negative control (ncm) (n=3/group; scale bar: 100μm). Mouse primary hepatocytes from C57BL/6J mice were transfected with miR-182-5p inhibitor (182i) or its negative control (nci), and then the cells were treated with EGF (30ng/ml) for 24h. miR-182-5p level (d) and the cyclin gene levels (e) were determined by qRT-PCR (n=6/group). (f) EdU immunostaining of primary hepatocytes transfected with miR-182-5p inhibitor (182i) or its negative control (nci) (n=3/group; scale bar: 100μm). Error bars in all experiments represent SEM; Significance was determined by unpaired 2-tailed Student's *t* test. \*\**P* < 0.01; n.s.: not significant.

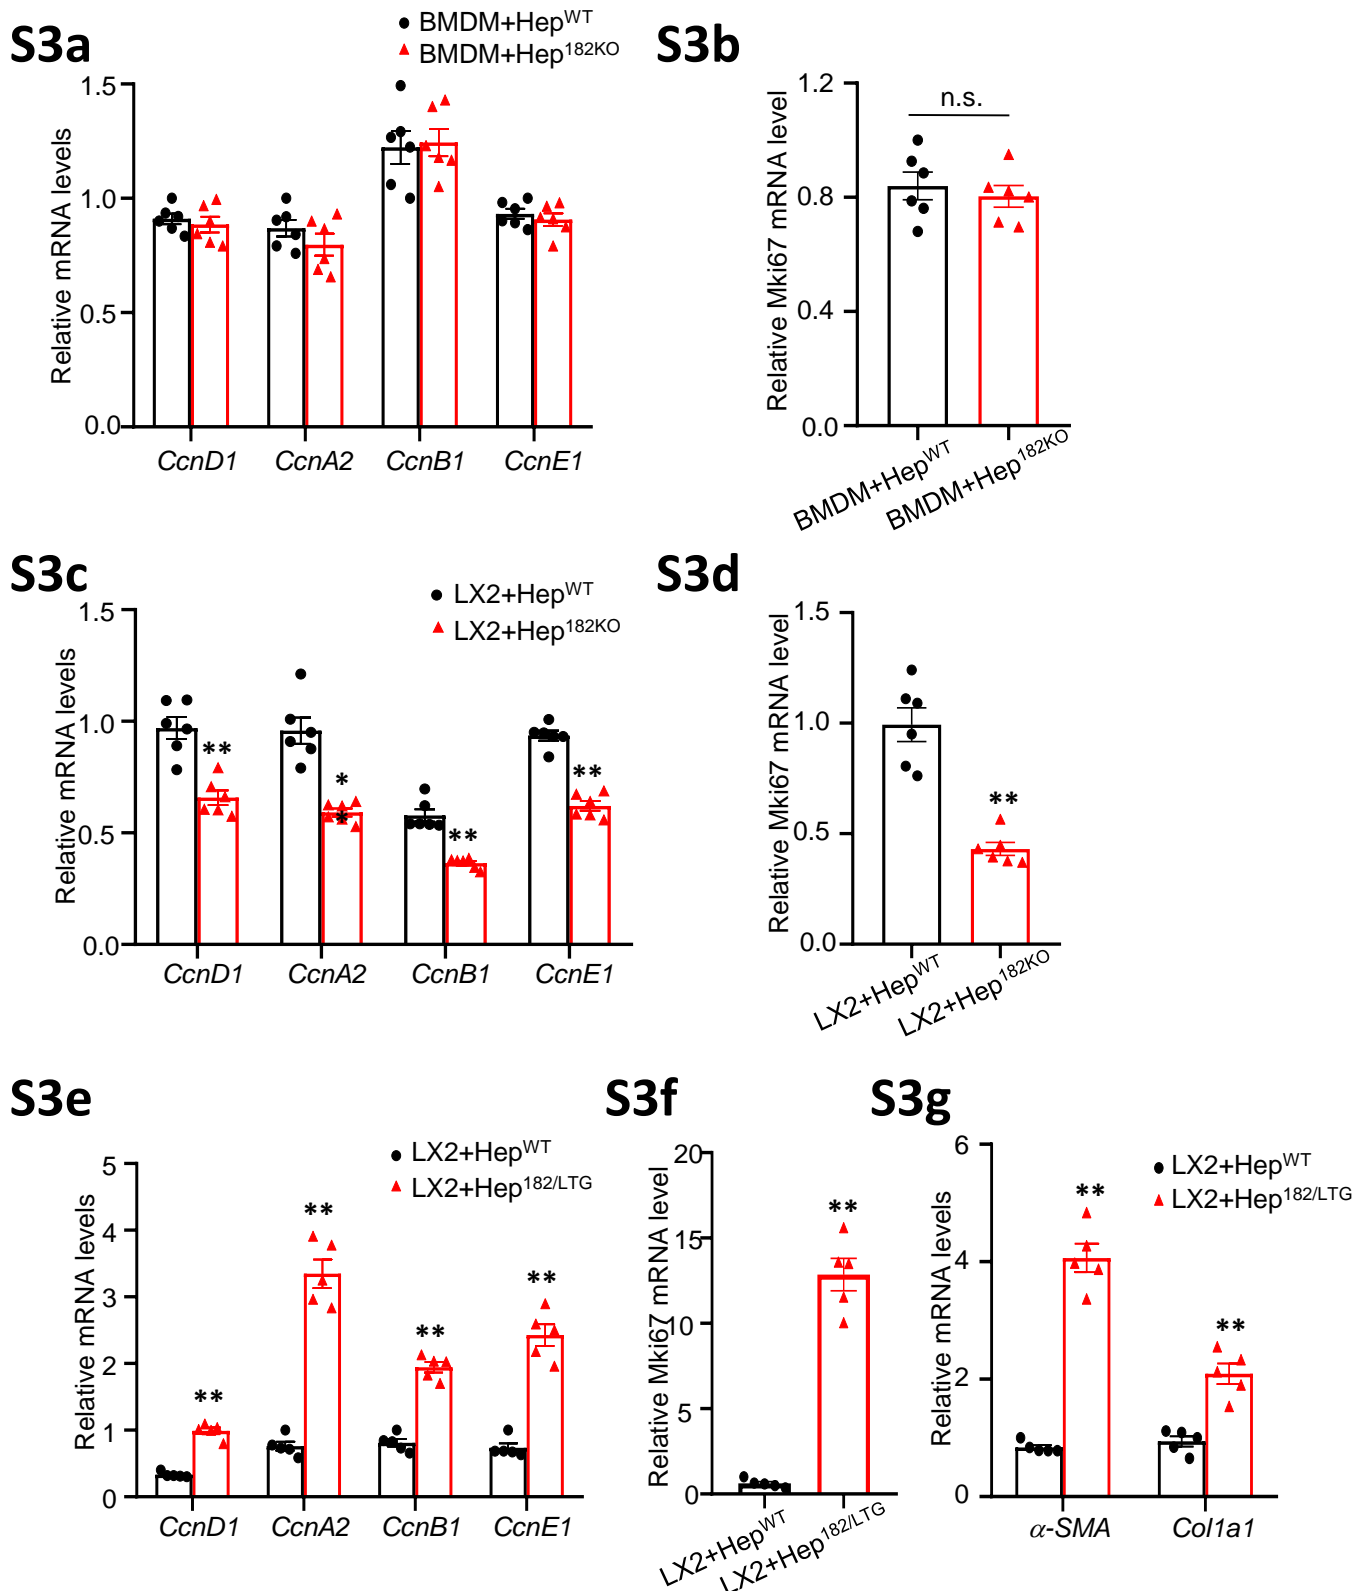

**Fig. S3. miR-182-5p regulates mouse hepatocyte proliferation via a stellate cell-dependent mechanism.** Primary hepatocytes from miR-182-5p KO (Hep<sup>182KO</sup>) and WT mice (Hep<sup>WT</sup>) co-cultured with BMDM. qRT-PCR analyses of *cyclin* genes (a) and *Mki67* gene (b) expression in primary hepatocytes (n=6/group). qRT-PCR analyses of *cyclin* genes (c) and *Mki67* (d) expression in primary hepatocytes from miR-182-5p KO mice (Hep<sup>182KO</sup>) and their control mice (Hep<sup>WT</sup>) co-cultured with HSCs (LX2 cells) in the presence of EGF (n=6/group). Primary hepatocytes from miR-182-5p TG mice (Hep<sup>182/LTG</sup>) and their control mice (Hep<sup>WT</sup>) co-cultured with LX2. qRT-PCR analyses of cyclin genes (e) and *Mki67* gene (f) expression in primary hepatocytes. (g) qRT-PCR analyses of HSC activation marker genes expression in LX2 (n=5/group). Error bars in all experiments represent SEM; Significance was determined by unpaired 2-tailed Student's *t* test. \*\**P* < 0.01; n.s.: not significant.

**Figure S4****S4a**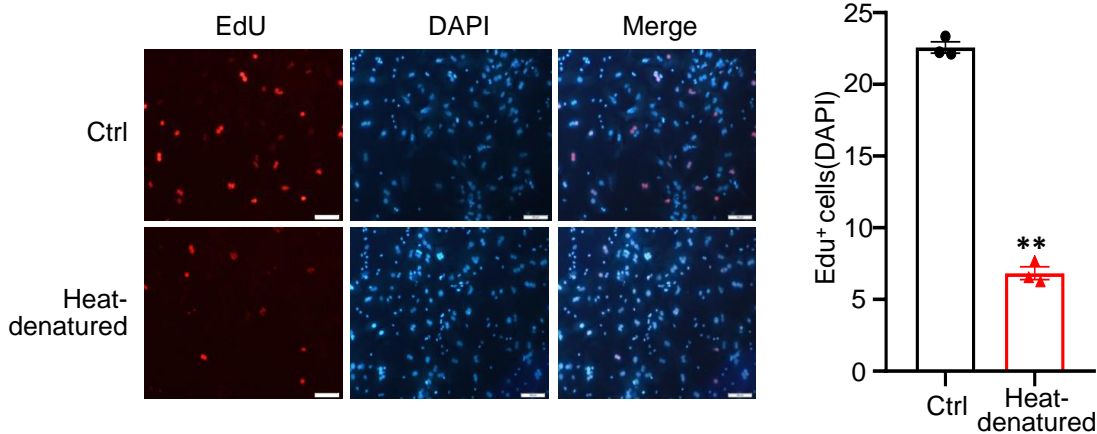**S4b**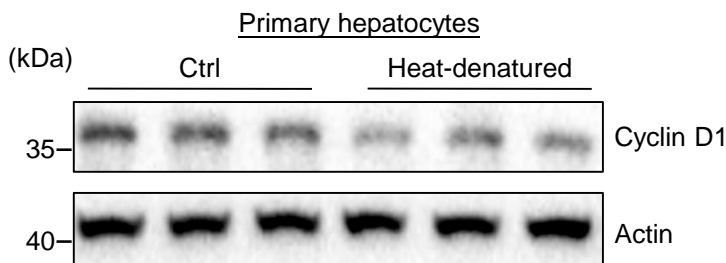**S4c**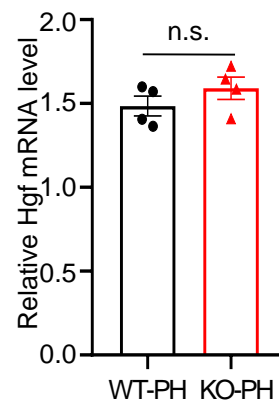**S4d**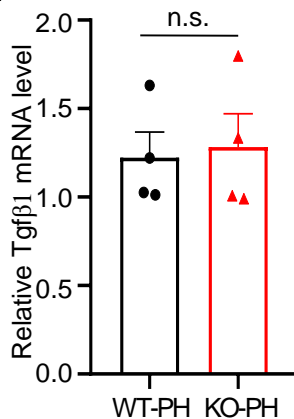**S4e**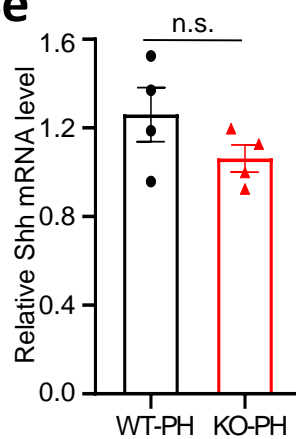**S4f**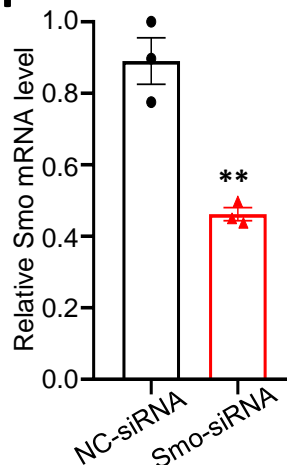

**Fig. S4. miR-182-5p promotes hepatocyte proliferation by stellate cell-dependent activation of hedgehog signaling.** Primary hepatocytes were treated with heat-denatured or control conditioned (Ctrl) medium of stellate cells co-cultured with miR-182-5p-overexpressed hepatocytes for 24h. **(a)** EdU immunostaining of primary hepatocytes (n=3/group). **(b)** Western Blot analysis of Cyclin D1 levels in primary hepatocytes. qRT-PCR analyses of *Hgf* **(c)**、*Tgf $\beta$ 1* **(d)** and *Shh* **(e)** gene expression in the liver of miR-182-5p KO and WT mice (3d after PH; n=4/group). Primary hepatocytes were treated with conditioned medium of stellate cells co-cultured with miR-182-5p-overexpressed hepatocytes treated with Smo siRNA or control siRNA (NC-siRNA). **(f)** qRT-PCR analyses of *Smo* gene expression in primary hepatocytes (n=3/group). Error bars in all experiments represent SEM; Significance was determined by unpaired 2-tailed Student's *t* test. \*\**P* < 0.01; n.s.: not significant.

**Figure S5**

**S5a**

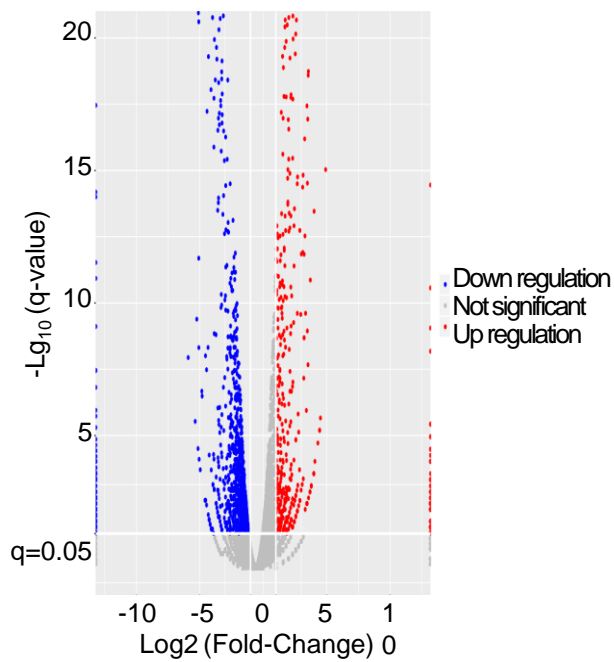

**S5b**

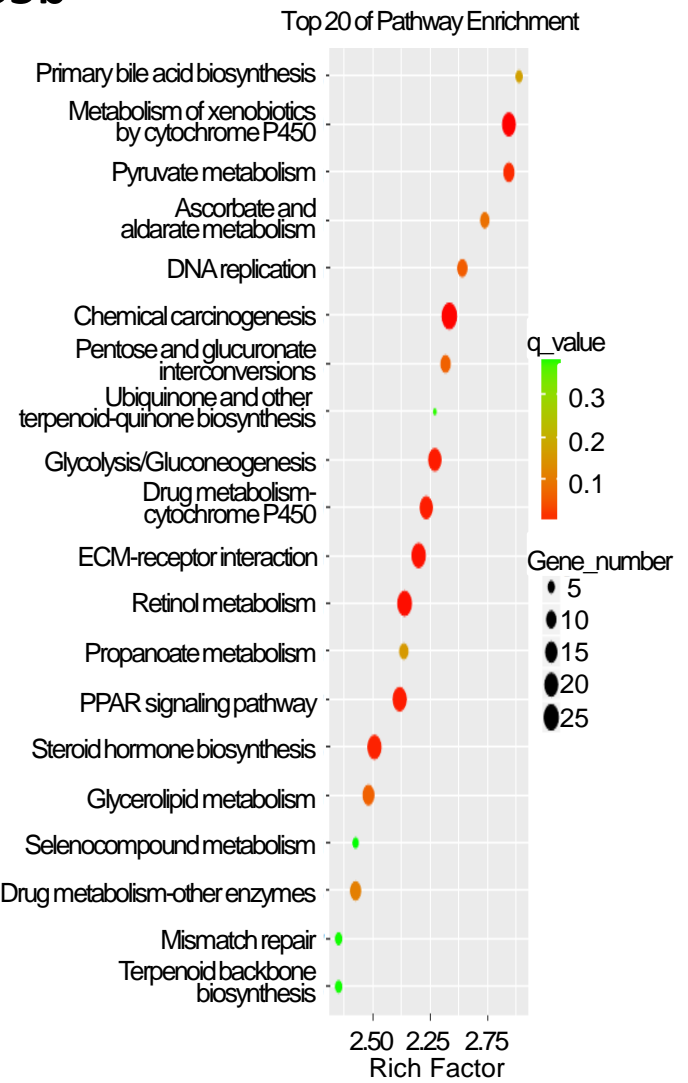

**S5c**

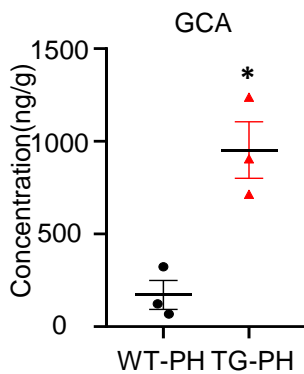

**S5d**

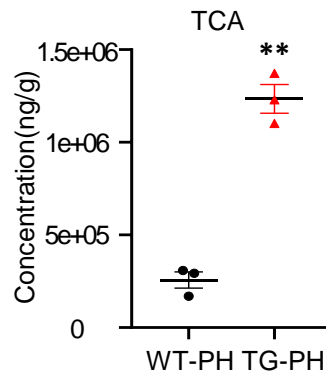

**S5e**

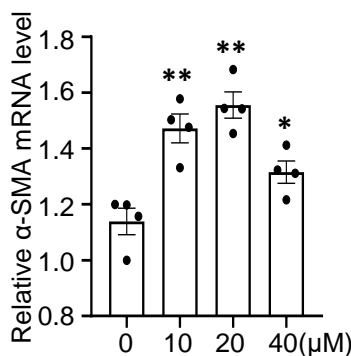

**S5f**

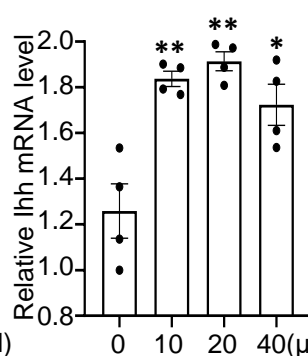

**S5g**

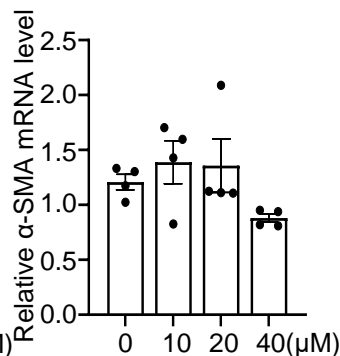

**S5h**

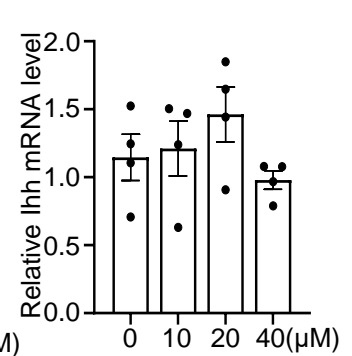

**S5i**

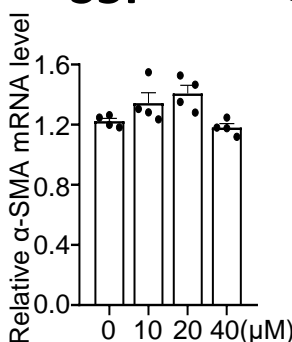

**S5j**

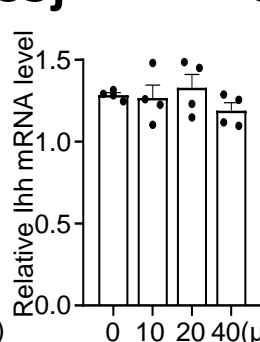

**S5k**

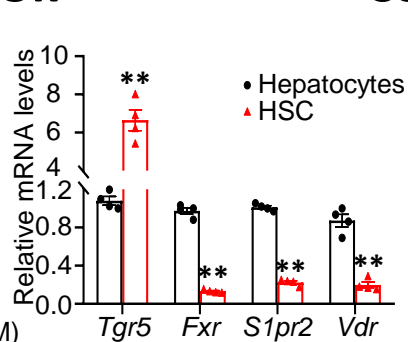

**S5l**

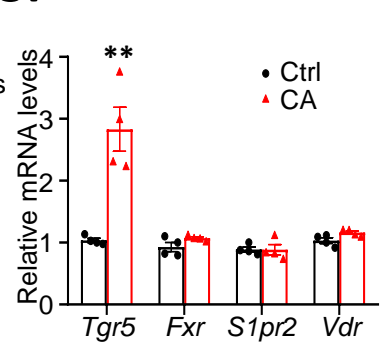

**Fig. S5. miR-182-5p promotes hepatocyte proliferation by enhancing cholic acid (CA)-mediated activation of HSCs.** (a) Volcano plot of the DEGs. Blue indicates down-regulated genes and red indicates upregulated genes. (b) Bubble plot of KEGG pathways of differentially expressed gene (DEGs). Higher and lower enrichment are indicated by red and green color, respectively. The point size indicates the number of DEGs enriched in a certain pathway. Higher rich factors indicate more significant enrichment. LC/MS analyses of the GCA (c) and TCA (d) levels in liver of the miR-182-5p TG mice and their control mice (WT) at day 3 after 2/3 PH (n=3/group). qRT-PCR analyses of  $\alpha$ -SMA and *Ihh* genes expression in LX2 by CA (e, f), GCA (g, h) or TCA (i, j) treatment (n=4/group) (k) qRT-PCR analyses of CA receptors genes expression in primary HSCs and primary hepatocytes isolated from WT mice. (l) qRT-PCR analyses of CA receptors genes expression in primary HSCs by CA treatment (n=4/group). Error bars in all experiments represent SEM; Significance was determined by unpaired 2-tailed Student's *t* test and by one-way ANOVA. \**P* < 0.05; \*\**P* < 0.01.

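A volcano plot places each gene by its log2 fold change and by the size of its p-value, so that genes far to either side and high up changed most clearly. In a bubble plot of pathways each point is 1 pathway, placed along the axis by its rich factor. The plot for the KO and WT livers names 20 pathways. Computed from the counts with TMM scaling, 14 of these 20 had a rich factor over 1, their median was 1.56, and 7 ranked among the first 20 of all pathways. Chemical carcinogenesis (2.20, 22 of 66 tested genes) and drug metabolism by cytochrome P450 (2.16, 16 of 49) were among those with the highest values, and selenocompound metabolism, with 0 DEGs among 15 tested genes, had the lowest. The values depended on the scaling. With total counts 18 of the 20 pathways had a rich factor over 1 and 4 ranked among the first 20. Pyruvate metabolism moved farthest, from place 279 with TMM, where 1 of its 33 tested genes was a DEG, to place 10 with total counts, where 17 were. Pathways share genes, so the rich factors are not independent of each other.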

**Figure S6**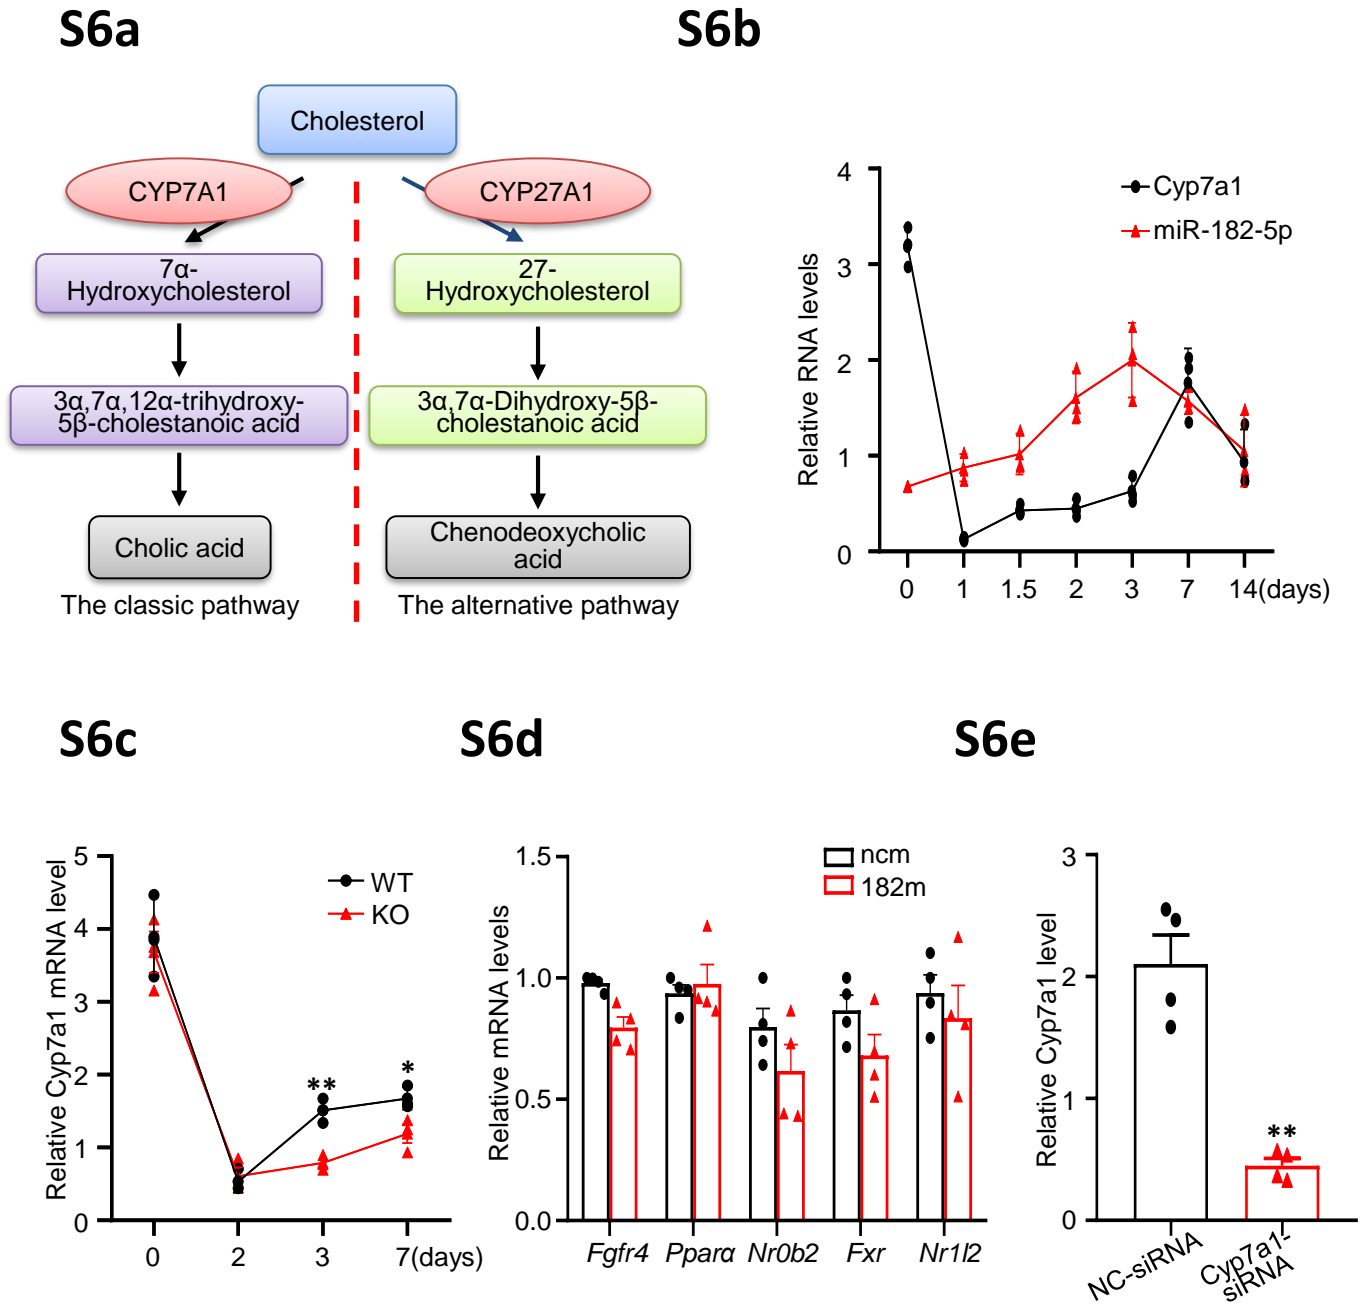

**Fig. S6. Hepatic miR-182-5p targets Cyp7a1 to promote hepatocyte proliferation.** (a) A schematic diagram of classic and alternative bile acid (BA) synthesis pathway. miR-182-5p mimic (182m) or its negative control (ncm) were overexpressed in primary hepatocytes from C57BL/6J mice. (b) qRT-PCR analyses of *Cyp7a1* and miR-182-5p expression in liver after PH. (c) qRT-PCR analyses of *Cyp7a1* gene expression in liver of WT and KO mice after PH. (d) The mRNA levels of these negatively regulators of *Cyp7a1* gene were determined by qRT-PCR (n=4/group). (e) qRT-PCR analyses of *Cyp7a1* gene expression in primary hepatocytes (n=4/group). Error bars in all experiments represent SEM. Significance was determined by unpaired 2-tailed Student's *t* test.

The unprocessed gel blot images with size markers are provided in Supplementary Fig. 7

Figure S7

Figure 1d

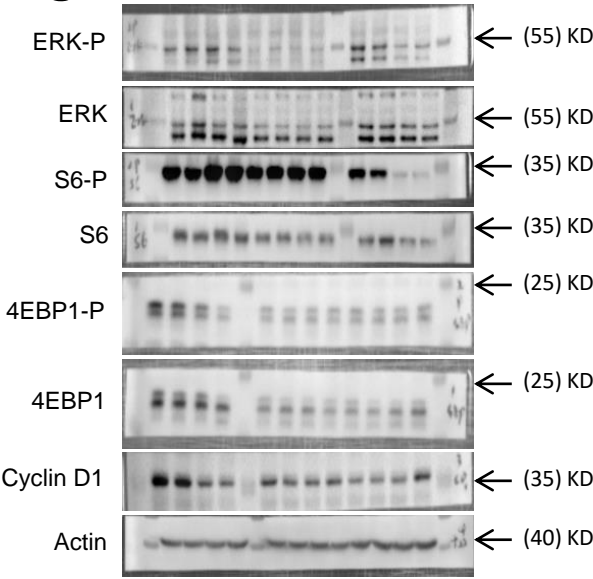

Figure 2e

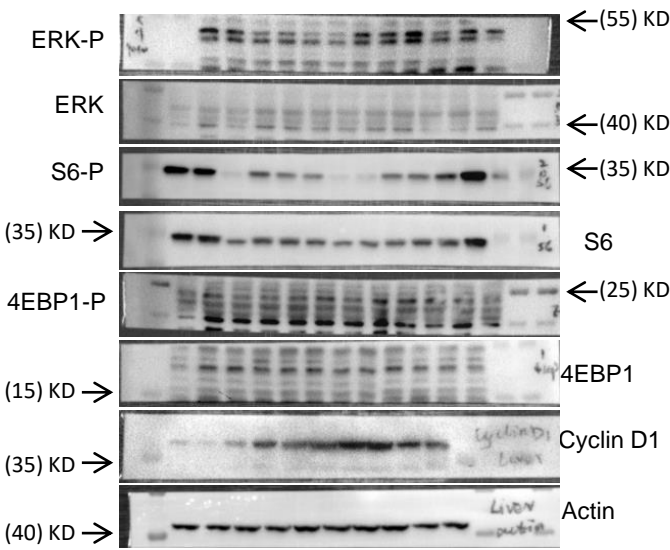

Figure 5b

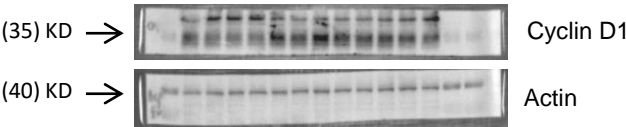

Figure 5f

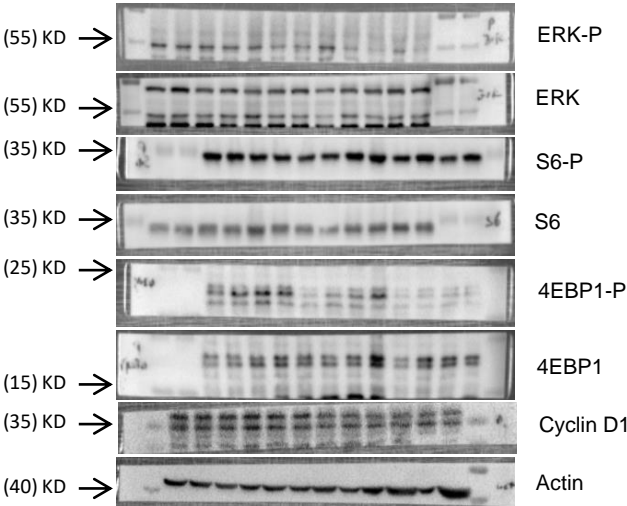

Figure 5h

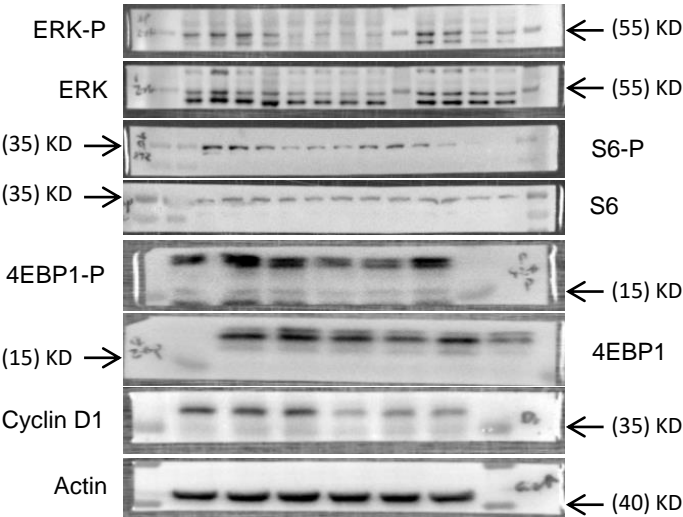

Figure 7f

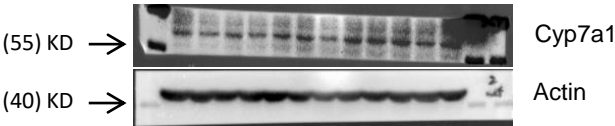

Figure S4b

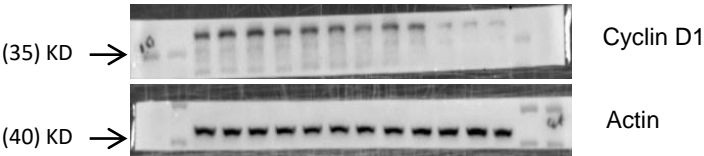

**Supplementary Table 1:Primer pair sequences**

| mice    |         |                         |        |         |                         |
|---------|---------|-------------------------|--------|---------|-------------------------|
| Gene    | Primer  | Sequence                | Gene   | Primer  | Sequence                |
| Actin   | Forward | TTCTTTGCAGCTCCTTCG      | Tgfβ1  | Forward | GCAGTGGCTGAACCAAGGA     |
|         | Reverse | TTCTGACCCATTCCCACC      |        | Reverse | AGCAGTGAGCGCTGAATCG     |
| CcnA2   | Forward | GTGGTGATTCAAACTGCCA     | Shh    | Forward | GAAGGTCTTCTACGTGATCGAG  |
|         | Reverse | AGAGTGTGAAGATGCCCTGG    |        | Reverse | TTCAGCCACCACGTACAC      |
| CcnB1   | Forward | AAATACCTACAGGGTCGTGAAG  | Smo    | Forward | TGGCTGACTGGCGGAAGTCC    |
|         | Reverse | CTCCTGAAGCAGCCTAAATTTT  |        | Reverse | ATCTCTCGGCGGGCACCATC    |
| CcnD1   | Forward | AAGCATGCACAGACCTTTGTGG  | Fxr    | Forward | GCAACCAGTCATGTACAGATTC  |
|         | Reverse | TTCAGGCCTTGCATCGCAGC    |        | Reverse | TTATTGAAAATCTCCGCCGAAC  |
| CcnE1   | Forward | TCCACGCATGCTGAATTATC    | S1pr2  | Forward | TCTCTATGCTAAGCACTACGTG  |
|         | Reverse | TTGCAAGACCCAGATGAAGA    |        | Reverse | GATGAAAACACCCAGTACGATG  |
| Mki67   | Forward | CACAGAGAACAAGGTGTGAAG   | Vdr    | Forward | TCAAACCTCTGATCTGTACACCC |
|         | Reverse | GGAGACTGCAGAGCTATTTTTTG |        | Reverse | TGGATGCTGTAAGTACAAAGAT  |
| α-SMA   | Forward | AGAGCTACGAAGTGCCTGAC    | Fgfr4  | Forward | CGTACACAATCTTACGTTGCTT  |
|         | Reverse | CCTGTTTTGGCTCCCTATGTCT  |        | Reverse | CAGCGGAATTTGACAGTATTCC  |
| Col1a1  | Forward | TGAACGTGGTGTACAAGGTC    | Ppara  | Forward | GAGCTGCAAGATTGAGAAGAAG  |
|         | Reverse | CCATCTTTACCAGGAGAACCAT  |        | Reverse | GAATCTTTCAGGTGCTGTTTAC  |
| Ihh     | Forward | GTCCTATGCTCCTCTCACAAG   | Nr0b2  | Forward | GTCCGACTATTCTGTATGCACT  |
|         | Reverse | GATGGAAGGTGCTCTCTTCTAG  |        | Reverse | CTACTGTCTTGGCTAGGACATC  |
| TGR5    | Forward | TCAGTCTTGGCCTATGAGCG    | Nr1l2  | Forward | CGATGTGTCAACCTACATGTTT  |
|         | Reverse | CTCGTAGACACCTTTGGGCA    |        | Reverse | CTCAGGATGCACATCTCAAAG   |
| Cyp7a1  | Forward | GGGCAGGCTTGGGAATTTTG    | Hgf    | Forward | ACCTACAGGAAAAGTACTGTCTG |
|         | Reverse | AACGCTCAGCAGTCGTTACA    |        | Reverse | TGCATTCAACTTCTGAACACTG  |
| Cyp27a1 | Forward | GAGTACGGAGGGTCCAGGAA    |        |         |                         |
|         | Reverse | GTCCCAAAGGAGGTTGTCCA    |        |         |                         |
|         |         |                         |        |         |                         |
| human   |         |                         |        |         |                         |
| Actin   | Forward | ATTGCCGACAGGATGCAGAA    | Ihh    | Forward | AACTCGCTGGCTATCTCGGT    |
|         | Reverse | ACTCTGCTTGCTGATCCAC     |        | Reverse | GCCCTCATAATGCAGGGACT    |
| α-SMA   | Forward | GGCATTACGAGACCACCTAC    | Col1a1 | Forward | CAACGAGATCGAGATCCGC     |
|         | Reverse | CGACATGACGTTGTTGGCATAC  |        | Reverse | ACAGGGCCAACGTCGAAG      |

# Supplementary material for: miR-182-5p promotes hepatocyte-stellate cell crosstalk to facilitate liver regeneration
**Source:** Commun Biol. 2022 Aug 1;5:771. doi: 10.1038/s42003-022-03714-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Source data.

**File name:** Supplementary Data 2

**Description:** Source data.

# Supplementary material for: miR-182-5p promotes hepatocyte-stellate cell crosstalk to facilitate liver regeneration
**Source:** Commun Biol. 2022 Aug 1;5:771. doi: 10.1038/s42003-022-03714-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis Data analysis was conducted using GraphPad Prism 8.0, Microsoft Excel .

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

*Provide your data availability statement here.*

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                         |
|-----------------|---------------------------------------------------------|
| Sample size     | Animal and cell n number was indicated in each figures. |
| Data exclusions | No data were excluded.                                  |
| Replication     | All attempts at replication were successful.            |
| Randomization   | not applicable                                          |
| Blinding        | not applicable                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | cyclins D1 (Cat#2922), ERK-P (Cat#4377), S6 (Cat#2217), S6-P Cat#2215), 4EBP1 (Cat#9452) and 4EBP1-P (Cat#9459) were from Cell Signaling Technologies, and Cyp7a1 (Cat# DF2612) were from Affinity Biosciences. The anti- $\beta$ -Actin antibody (Cat#A3854) was from Sigma. |
| Validation      | The validation of commercial antibodies used in this study were posted in manufacturer's website.                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                      |
|----------------------------------------------------------------------|--------------------------------------|
| Cell line source(s)                                                  | LX-2 were purchased from ATCC.       |
| Authentication                                                       | LX-2 cell line was not authenticated |
| Mycoplasma contamination                                             | not contaminated                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | not applicable                       |

# Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | miR-182-5p+/-, Laboratory Animal Resource Bank, National Institute of Biomedical Innovation, Japan<br>miR-182-5p-Tgflor/flox , Shanghai Model Organisms Center, China |
| Wild animals            | This study did not involved wild animals.                                                                                                                             |
| Field-collected samples | The study did not involves samples collected from the field.                                                                                                          |
| Ethics oversight        | All animal studies were performed under a protocol approved by the Central South University Animal Care and Use Committee.                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

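RNA-seq was analysed for the liver of male miR-182-5p KO mice and WT mice, 8 to 10 weeks old, at day 3 after 2/3 PH, with 1 library per genotype. Poly(A) RNA was sequenced on Illumina HiSeq instruments. The sequencing labels give the genotype, and the day was taken from the paper. The authors deposited read counts per gene, without normalization, and the FPKM they computed from them. The paper's text does not name the aligner, the counting program, the annotation or the test behind the DEGs. The ratio of count to FPKM differed between the libraries by a factor of 1.006 to 1.007 for every gene with counts in both, and the total counts differed by 1.006, so the authors' FPKM are scaled by the total count, mitochondrial genes included. Gene coordinates are those of the authors' table. Of its 34745 Ensembl identifiers, 34267 are in GENCODE release M21 (GRCm38), and 80.8% of these have the same coordinates there.

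Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Genes with at least 10 counts over both libraries were kept, 13561 in all. Library sizes were scaled by TMM, log2 fold changes were taken from the scaled counts (edgeR's CPM) with a prior count of 0.5, and the KO count of each gene was compared with the share expected from the scaled library sizes by a two-sided exact binomial test. P-values were adjusted by the Benjamini-Hochberg method. A gene was counted as higher or lower at an adjusted p-value threshold of 0.05 and a log2 fold change of at least 1 in size. Intervals of shares and of log2 fold changes are exact 95% binomial intervals. A gene with 3 counts or fewer in a library was taken as at the floor, and the medians of the lists were also computed with its fold change taken against 3 counts, which changed no median of a list with more than 1 gene. These steps, the gene lists, the rule for named genes and the alternatives listed as set in advance were chosen before the data were examined.

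The steps were tested on simulated data. Counts were drawn for the real genes with 200 genes, taken from those with many counts, changed by 2 on the log2 scale. All 200 were recovered among 13280 genes tested, with 5 false calls. The draws held sampling noise only, as the binomial test assumes, with no spread between mice and no shift of the mitochondrial share. The recovery is thus a check of the steps and does not measure false calls between mice. The list statistic placed a list of 20 shifted genes at percentile 0.00 and an unshifted list at percentile 38.9 of a pool of 13561 genes.

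Each gene list was summarised by its median log2 fold change and by the percentile of that median among 10000 random lists with as many genes in each decile of mean expression. The percentile describes these libraries and is no test of the genotypes. The lists cover the BA synthesis genes of Fig. 7a, the genes that the paper names, the cell cycle, hepatocytes and stellate cells. They also cover Kupffer cells and macrophages, endothelial cells, cholangiocytes, neutrophils, lymphocytes, erythroid cells and the acute-phase response. Further lists hold the *Arntl* arm and the *Dbp* arm of the circadian clock, genes of the Y chromosome, *Xist*, and male-biased and female-biased liver genes. The remaining lists are pericentral and periportal hepatocytes, targets of FXR, cholesterol synthesis and targets of hedgehog signaling. The genes that the authors' annotation assigns to primary BA biosynthesis, and the nuclear genes it assigns to oxidative phosphorylation, were added from that annotation. Rich factors were computed from the KEGG pathways of the annotation, for pathways with at least 5 tested genes. Named genes are the 12 of Fig. 7a, every gene the paper reports in liver, hepatocytes or stellate cells, the 5 genes that rose most and the 5 that fell most among protein-coding genes past the criteria with at least 100 counts in the higher and 10 in the lower library, and members of the lists.

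Sites of miR-182-5p were sought as the 8-base match to its seed, TTGCCAAA, in the longest annotated 3′ UTR of 12513 genes, and were compared with random lists matched on expression and quintile of UTR length and with words of the same base composition. Shared sequence was measured as the percentage of the 51-base words in a gene's longest transcript that occur in another gene's transcripts.

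The alternatives set in advance were scaling by total counts, by DESeq2's size factors and by the upper quartile, the authors' FPKM with a pseudocount of 0.1, a prior count of 5, a minimum of 1 count or of 50 counts, edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, a 2-fold change with no test, all tested genes as the background of the rich factor, and other choices of the BA genes. Total counts without the 13 mitochondrial genes and their 7 annotated nuclear copies on chromosome 1, and total counts together with an assumed coefficient of variation, were added after the data had been seen. PCR, bile acid, imaging and cell culture data of the study were not used here, apart from the per-mouse PCR values of its supplement, with which the RNA-seq values are compared.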

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

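The tests of the mitochondrial share against the number of lower genes, of female mice in the WT library, of overlapping genes, of neighbouring genes and of the summed counts of copies were chosen only after the results were seen. The results of this part come mostly from genes that the paper does not discuss. The exceptions are *Cyp7a1*, *Cyp7b1* and the numbers of higher and lower genes. Each result is a difference between 1 KO and 1 WT library.

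The 13 mitochondrial protein-coding genes took 51.7% of the KO counts and 31.0% of the WT counts, and their log2 fold changes ran from 1.02 to 1.55 with TMM. The 20 genes with the most counts took 60.7% in the KO library, more than in the WT library. More mitochondria in the KO liver would also raise the nuclear genes of oxidative phosphorylation. Their median over 104 genes was −0.21, at percentile 1.3 of random lists matched on expression and length, which argues against it. The total counts of both libraries were nearly equal, so depth does not separate them. A difference in RNA quality, in the poly(A) selection or in the mice stays open and was not tested.

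The larger mitochondrial share may explain why more genes were lower than higher when the libraries were scaled by total counts. With total counts 87.8% of the changed genes were lower. With the mitochondrial genes and their 7 nuclear copies out of the totals, the share was 50.7%, and 1084 genes were higher and 1115 lower. The copies left out were extended to all 7 after values with fewer had been seen. With fewer or none of the copies left out, the share of lower genes was larger than 50.7%. A scaling of this kind assumes that the other genes as a group did not change, so a true fall of most nuclear transcripts per cell stays open.

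The 2 arms of the circadian clock, lists of genes of opposite phase, moved apart. The *Dbp* arm (10 tested genes) had a median log2 fold change of 1.25, at percentile 100 of matched lists. *Dbp* stood at 3.48, *Nr1d1* at 2.64 and *Per3* at 2.16, while *Usp2* fell to −0.88. The *Arntl* arm (5 tested genes) holds *Arntl*, *Npas2*, *Clock*, *Nfil3* and *Cry1*. Its median was −0.52, the value of *Cry1*, at percentile 6.89. *Arntl* stood at −1.52 and *Nfil3* at −0.33. *Npas2*, with 2 counts against 56, also fell (95% counting interval of the log2 fold change −7.30 to −2.29). *Clock* stood at 0.32, and at −0.28 with total counts. The difference between the arm medians was 1.77. No scaling can make it, since a scaling moves both arms alike. Collection of the livers at different times of day is a candidate explanation, also for the fall of *Cyp7a1*, whose expression is known to follow the time of day. The paper states that the hepatectomies were all done early in the morning, and its text gives no hour for taking the livers. The difference of 1.77 is past the limit of 1 that was written for this test, so a difference in the time of collection stays open. An effect of the genotype on the clock stays open too, since with 1 library per genotype the time of collection and the genotype go together. *Dbp* shares sequence with another gene, and the log2 fold change of their summed counts was 1.52.

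Male-biased liver genes were higher in the KO library, with a median log2 fold change of 0.90 over 12 genes, at percentile 100 of matched lists. Without *Cyp7b1*, which is also a BA synthesis gene of Fig. 7a, the median was 0.85. The range over the scalings was 0.29 to 0.90. *Hsd3b5* stood at 2.61 and *Mup20* at −0.34. A WT library of female mice alone would have no counts on the Y chromosome genes. The 4 Y chromosome genes had 108 to 380 counts there, which argues against it. Some female mice among those of the WT library would lower the Y chromosome genes and bring *Xist*. The Y chromosome genes had a median log2 fold change of 0.44, in that direction, and −0.16 with total counts, while *Xist* had 0 counts in the WT library and 19 in the KO library. With *Xist* near the floor and 1 library per genotype, such a mix and other causes cannot be told apart. Age, hormonal state and the genotype stay open and were not tested.

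Of 7257 genes with at least 200 counts over both libraries, 74 changed by at least 3 on the log2 scale, 28 of them higher and 46 lower in the KO library. Sampling noise of the reads gave at most 0 such genes in 100 draws with no change. Of the 74 genes, 12.2% overlap another gene on the same strand, against 10.2% of the other genes, so overlap does not account for most of them. A share of over 10% of the 51-base words with another gene was found for 28.4% of them (21 genes), against 15.7% of matched genes, which argues against shared reads as the cause for most, and 52 neither overlap nor share words. Among the 21 that share words, 13 have a tested copy, and the counts summed over gene and copy changed by under 1 on the log2 scale for 7, *Taf9*, *Rab6a*, *Jmjd8*, *Ugt1a5*, *Ugt1a6b*, *Gm28046* and *Rdh9*. For these 21 genes a real change and a different division of reads cannot be told apart, since an abundant copy that did not change also hides a change in the sum. Blocks of strain variants would place such genes side by side. The number of neighbouring pairs, 2, was at percentile 93.4 of random draws, and with so few pairs strain variants and other causes cannot be told apart. *Nnt*, chosen after its values were seen, had 44 counts in the KO library and 663 in the WT library, and it shares 96.3% of its words with another gene. Part of *Nnt* is known, from outside these data, to be deleted in C57BL/6J mice, so a difference in substrain between the KO and WT mice, rather than the knockout, may lie behind its values. This was not tested and stays open.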

How the results depend on the processing

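No paired analysis was possible because each genotype has 1 library. For the same reason no replicate was left out, and the results have no spread between mice.

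The numbers of higher and lower genes stayed within 1.5 times 1081 and 1128 with DESeq2's size factors, the upper quartile, a prior count of 5, a minimum of 1 count, no test, and an assumed biological coefficient of variation of 0.1, with 909 to 1283 genes higher and 999 to 1348 lower. They did not with total counts (471 higher, 3397 lower) or with the authors' FPKM (364 and 2882), under which 87.8% and 88.8% of the changed genes were lower, against 51.1% with TMM. All 471 and 364 higher genes were also higher with TMM. With at least 50 counts, 656 were higher and 728 lower, since fewer genes were tested (10916). An assumed coefficient of variation of 0.2 left 488 higher and 444 lower, and 0.4 left 59 and 58, since the test then allows for more noise. Of the settings chosen after seeing the data, total counts without mitochondrial genes and their copies gave 1084 and 1115, and total counts with a coefficient of variation of 0.1, 0.2 or 0.4 gave 428 and 3239, 272 and 1986, or 28 and 114.

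The median of the BA synthesis genes of Fig. 7a kept its direction under every scaling, from −0.96 with total counts and −0.95 with FPKM to −0.35 with the upper quartile, and stood at −0.41 without *Cyp46a1* and *Cyp7b1*, the 2 genes that changed most. It moved with total counts and FPKM because these shift all genes, by −0.60 and −0.54 at the median. Over the genes annotated to primary BA biosynthesis in place of those of Fig. 7a, it reversed to 0.048, with 7 of 14 tested genes above 0. The 2 lists share 11 genes, whose values are the same in both, so the reversal comes from the genes that differ. *Cyp7a1* is not among the annotated genes.

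The rich factor of primary BA biosynthesis stayed between 1.44 and 3.05 in the alternatives that left a DEG in the pathway, and was 0 with an assumed coefficient of variation of 0.4, with TMM or with total counts, where no DEG was left in it.

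Of 69 genes checked, 69 kept their direction and side of the criteria with DESeq2's size factors and with the upper quartile. With a prior count of 5, 67 did, and *Acta2* and *Col1a1* fell short of a 2-fold change. The 69 genes leave out many members of the lists, and some, such as *Nnt*, *Gm28046* and *Actb*, lie outside the rule for named genes. With total counts, 10 passed the criteria that had not, 6 no longer did, and 7 reversed; with FPKM the numbers were 10, 8 and 7. The same 7 genes reversed in both, with total counts and FPKM giving −0.36 and −0.36 for *Baat*, −0.44 and −0.40 for *Ccne1*, −0.10 and −0.093 for *Tgfb1*, −0.43 and −0.41 for *Smo*, −0.27 and −0.23 for *S1pr2*, −0.28 and −0.25 for *Clock*, and −0.33 and −0.29 for *Hlf*. Each lay between 0 and 0.50 with TMM, within the shift that these scalings give to all genes. For genes with few counts the depth limits the result: *Ihh* had 29 and 80 counts and an interval from −1.54 to −0.24, and *Shh*, *Gpbar1* and *Vdr* had under 10 counts.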

Differences from the paper's values

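The paper reports 545 genes higher in the KO liver, and 1081 were found here. Of the alternatives set before the data were examined, total counts (471), the authors' FPKM (364), a minimum of 50 counts (656) and an assumed biological coefficient of variation of 0.2 (488) came within 1.5 times the paper's number. DESeq2's size factors, the upper quartile, a prior count of 5, a minimum of 1 count, no test, and a coefficient of variation of 0.1 or 0.4 did not. Total counts with a coefficient of variation of 0.1, chosen after seeing the values, gave 428. The paper's 1617 lower genes and 2162 genes in all were within 1.5 times the 1128 and 2209 found here, but total counts and FPKM, which closed the gap for the higher genes, moved the lower genes to 3397 and 2882. A minimum of 50 counts moved the lower genes to 728 and the genes in all to 1384, also past 1.5 times. A coefficient of variation of 0.2 moved the lower genes to 444. Total counts with a coefficient of variation of 0.2, chosen after seeing the values, gave 1986 lower genes and 2258 in all, but 272 higher.

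The PCR values of the paper's supplement, from 4 mice per group at day 3 after 2/3 PH, were turned into log2 ratios of the group means, with a standard error from the spread of the mice. For *Cyp7a1* the paper's ratio was −1.51 (standard error 0.35) and the RNA-seq value −0.85. For *Cyp27a1* they were −0.70 (0.06) and −0.15, for *Ccna2* −1.79 (0.49) and −0.83, for *Ccnd1* −1.65 (0.38) and −0.90, and for *Ihh* −1.20 (0.33) and −0.86. In each of these 5 genes total counts (−1.45, −0.75, −1.43, −1.499 and −1.46) and the authors' FPKM (−1.44, −0.75, −1.39, −1.49 and −1.33) came within the paper's standard error, and DESeq2's size factors, the upper quartile and a prior count of 5 did not. This limit covers the spread of the PCR values only and leaves out the counting error of the RNA-seq values. A value past a standard error from 4 mice per group is not by itself a clear difference. For *Ihh* the counting interval with TMM, −1.54 to −0.24, includes the PCR value of −1.20. Total counts shift all genes, *Actb* included, which stood at −0.05 with TMM and −0.65 with total counts. The paper lists PCR primers for Actin, and its text does not name the reference gene. If Actin was the reference, total counts move it as well, and a nearer value does not favour that scaling. For *Ccne1* the paper's ratio was −1.56 (0.45) and the RNA-seq value 0.15. None of the alternatives closed this gap, and the nearest were total counts at −0.44 and FPKM at −0.40. The RNA-seq value of *Ccnb1*, −1.29, lay within the standard error (0.49) of the paper's −1.70.

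The paper ranks primary BA biosynthesis first among the enriched pathways, while it was in place 19 of 285 here, and ECM-receptor interaction was first. With a minimum of 1 count primary BA biosynthesis was first of 286, as it was in no other setting. The paper describes *Cyp7a1* and *Cyp27a1* as strongly lower in the RNA-seq data. Here *Cyp7a1* was lower by less than 2-fold and *Cyp27a1* changed little, at −0.15. *Cyp7a1* passed a 2-fold decrease with total counts and with FPKM, and also with total counts and a coefficient of variation of 0.1 or 0.2, settings chosen after seeing the values. *Cyp27a1* passed it in no setting. The legend of Fig. 7a calls its genes DEGs, and 4 of the 12 were DEGs here. Total counts and FPKM added *Cyp7a1*, *Akr1d1*, *Acox2* and *Amacr*, and no longer called *Cyp8b1*. In Fig. 7a *Baat* is drawn as lower in the KO liver, while it stood at 0.24 here, and at −0.36 with total counts. The paper reports no significant effect of miR-182-5p deficiency on *Hgf* mRNA, measured by PCR, while in the RNA-seq data *Hgf* had 5 counts in the KO library and 32 in the WT library here, a log2 fold change of −2.002 (95% confidence interval −3.80 to −0.72).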

Other observations

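The tests of this part were written before the values they measure were seen, except that the stellate cell markers were taken as the deciding cell type only after the list medians were seen, and that the acute-phase genes were first read as arguing against a stronger response and left open once their members were seen to go both ways. The BA synthesis list was picked by the study from these libraries. The lists overlap: it shares 2 genes with the FXR targets and 1 with the male-biased genes, the genes named in the paper share 3 with the cell cycle, 3 with the stellate markers, 1 with the FXR targets and 1 with the hedgehog targets, and the hepatocyte markers share 3 with the acute-phase genes, 4 with the periportal and 1 with the pericentral genes.

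Cell cycle genes were lower in the KO library, with a median log2 fold change of −0.89 over 30 genes, at percentile 0.00 of matched lists. Of these, 12 were past a 2-fold decrease, and *Foxm1* rose, from 17 counts to 112. If the scaling of the libraries were the cause, the median was predicted to come near 0 under at least 1 scaling. The highest median, with a prior count of 5, was −0.85, and it did not stay below −1 everywhere as had been written for the opposite outcome. This test cannot decide the question, since a scaling moves all genes alike and none used here moved them clearly up. The highest median of all genes was 0.007, with the upper quartile. Relative to the median of all genes, the list stood at −0.89 both with TMM and with total counts, so it was lower than the other genes under either scaling. *Mki67* was lower by less than 2-fold, at −0.44, and *Ccne1* stood at 0.15. A later or weaker wave of proliferation in the KO liver and a difference in the mice or the time of collection stay open, and no biological explanation was tested.

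The BA synthesis genes of Fig. 7a were lower as a list. The trend of all genes with transcript length and GC content ran from a median of −0.14 in the decile of the shortest transcripts to 0.13 in that of the longest. With it removed, the median of the list was −0.31 (95% counting interval −0.37 to −0.25), which argues against length and GC content as the whole cause. A lower share of hepatocytes in the KO sample would raise the markers of every other cell type alike. Stellate cell markers fell instead, to a median of −0.51 at percentile 0.18, while cholangiocyte markers stood at 0.40 (percentile 86.2) and neutrophil markers at 0.57 (percentile 94.8), and the hepatocyte markers at −0.04 (percentile 47.3), which argues against it. All 20 stellate markers, 7 of 10 cholangiocyte and 8 of 12 neutrophil markers reached 10 counts. *Col1a1* (102 and 312 counts) and *Acta2* (25 and 77) each stood at −1.02, and *Timp1*, with 3 WT counts, is at the floor. Fewer or less active stellate cells in the KO liver may contribute to the fall of these markers, and this was not tested apart from the percentile of 0.18. *Apob* and *Cyp3a11* were the hepatocyte markers past a 2-fold decrease, with *Apob* at 1517 and 17808 counts.

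A stronger acute-phase response, or stronger FXR feedback, could lower *Cyp7a1*. The acute-phase genes had a median of −0.04, at percentile 44.0, with *Saa1* at −0.34 and *Saa2* at −0.33 but *Saa3*, *Socs3* and *Il1rn* past a 2-fold increase. The FXR targets had a median of 0.24, at percentile 87.6, with *Nr0b2* at 1.54 and *Abcb11* at 1.62 but *Slc51b* at −1.60. *Nr1h4*, which encodes FXR, stood at 1.72. Both lists go both ways, so from them either explanation and its absence cannot be told apart.

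Loss of repression by miR-182-5p would raise genes with its site. The 690 genes with an 8-base site in the 3′ UTR had a median log2 fold change of 0.004, at percentile 52.4 of matched lists, whose 5th and 95th percentiles were −0.04 and 0.04, and the site stood at percentile 57.4 among 1672 words of the same composition. A rise of these genes as a group beyond 0.04 is thus not seen. A smaller one stays open, since the KO mice keep an allele, as does an effect on few targets.

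The other lists had medians of −0.29 for Kupffer cells and macrophages (percentile 6.33), −0.14 for endothelial cells (21.8), 0.16 for lymphocytes (60.2), −0.59 for erythroid cells (2.19), −0.03 for pericentral genes (47.8), 0.03 for periportal genes (63.6), −0.06 for cholesterol synthesis (36.2), −0.04 for hedgehog targets (46.5) and −0.20 for the genes named in the paper (13.3). The 2 female-biased liver genes tested had a median of −0.77. Among the genes named in the paper, *Fgfr4* stood at 0.92, *Ppara* at 0.61, *Tgfb1* at 0.50, *S1pr2* at 0.32, *Smo* at 0.17 and *Nr1i2* at −0.20. All of these values are with TMM, and with total counts each list lies lower by the shift of all genes, which takes the cholangiocyte, neutrophil, lymphocyte, periportal, FXR target and Y chromosome medians, and that of the genes annotated to primary BA biosynthesis, below 0.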
